# The control of transcriptional memory by stable mitotic bookmarking

**DOI:** 10.1038/s41467-022-28855-y

**Published:** 2022-03-04

**Authors:** Maëlle Bellec, Jérémy Dufourt, George Hunt, Hélène Lenden-Hasse, Antonio Trullo, Amal Zine El Aabidine, Marie Lamarque, Marissa M. Gaskill, Heloïse Faure-Gautron, Mattias Mannervik, Melissa M. Harrison, Jean-Christophe Andrau, Cyril Favard, Ovidiu Radulescu, Mounia Lagha

**Keywords:** Embryology, Epigenetic memory

## Abstract

To maintain cellular identities during development, gene expression profiles must be faithfully propagated through cell generations. The reestablishment of gene expression patterns upon mitotic exit is mediated, in part, by transcription factors (TF) mitotic bookmarking. However, the mechanisms and functions of TF mitotic bookmarking during early embryogenesis remain poorly understood. In this study, taking advantage of the naturally synchronized mitoses of *Drosophila* early embryos, we provide evidence that GAGA pioneer factor (GAF) acts as a stable mitotic bookmarker during zygotic genome activation. We show that, during mitosis, GAF remains associated to a large fraction of its interphase targets, including at *cis*-regulatory sequences of key developmental genes with both active and repressive chromatin signatures. GAF mitotic targets are globally accessible during mitosis and are bookmarked via histone acetylation (H4K8ac). By monitoring the kinetics of transcriptional activation in living embryos, we report that GAF binding establishes competence for rapid activation upon mitotic exit.

## Abstract (web summary)

Using quantitative imaging and monitoring transcription in living embryos, Bellec *et al*., provide evidence that the pioneer factor GAF acts as a stable mitotic bookmarker during early *Drosophila* development.

## Introduction

Cellular identities are determined by the precise spatiotemporal control of gene expression programs. These programs must be faithfully transmitted during each cellular division. However, with its drastic nuclear reorganization, mitosis represents a major challenge to the propagation of gene expression programs. How cells overcome this mitotic challenge to transmit information to their progeny remains relatively unexplored during embryogenesis^1–3^.

Based on live imaging studies and genome-wide profiling experiments on drug-synchronized mitotic cells, it is now well established that a subset of transcription factors (TF), chromatin regulators, and histone modifications are retained on their targets during mitosis^2,4,5^. These TFs can be retained via specific DNA binding, non-specific DNA binding, or a combination of both^5–7^.

When the persistence of TF binding during mitosis is associated with a regulatory role in transcriptional activation upon mitotic exit, TFs can be envisaged as mitotic bookmarkers. The kinetics of postmitotic reactivation are often examined by whole-genome profiling experiments of nascent transcription in early G1^8–10^. Combining such approaches with the mitotic depletion of candidate bookmarkers, it was established that some mitotically retained TFs/General TFs/histone marks act as bona fide mitotic bookmarkers^11–13^.

Parallel to these multi-omics approaches, imaging of transcription in live cells with signal amplifying systems as the MS2/MCP^14,15^ allows for the direct quantification of the kinetics of transcriptional activation upon mitotic exit. With such approaches, mitotic bookmarking has been associated with an accelerated transcriptional reactivation after mitosis in cultured cells^16^. Moreover, this method enabled the visualization of the transmission of active states, referred to as “transcriptional memory” in *Dictyostellium* and in *Drosophila* embryos^17,18^. However, how mitotic bookmarking is associated with the transmission of states across mitosis in the context of a developing embryo remains unclear.

This question is particularly important during the first hours of development of all metazoans, when cellular divisions are rapid and frequent. During this period, there is a substantial chromatin reprogramming and transcriptional activation, called Zygotic Genome Activation (ZGA)^19,20^. The control of this major developmental transition is supervised by key TFs, a subset of which are capable of engaging inaccessible chromatin and foster nucleosome eviction, a defining property of pioneer factors^21–24^. Remarkably, many mitotic bookmarking factors have pioneer factor properties^25^.

In *Drosophila melanogaster*, two essential transcription factors with pioneering factor properties, Zelda and GAGA Associated Factor (GAF), orchestrate the reshaping of the genome during ZGA^26–30^. Contrary to Zelda, which is not retained during mitosis and is dispensable for transcriptional memory^31^, GAF is known to decorate mitotic chromosomes^28,31,32^. In this study, we asked whether GAF acts as a mitotic bookmarker during ZGA. GAF, encoded by the *Trithorax-like* gene, binds to repeating (GA)_n_ sequences and displays a broad set of functions including gene activation or silencing, nucleosome remodeling, and chromatin organization^33,34^. In addition, GAF has been shown to be enriched at paused promoters^35,36^ and its manipulation in *Drosophila* S2 cells demonstrated a capacity to rapidly evict nucleosomes, thereby facilitating the recruitment of Pol II at promoters^37,38^. Together with its mitotic retention, these properties place GAF as a reasonable candidate for mitotic bookmarking during development.

## Results

### Endogenous GAF is retained during mitosis and stably binds DNA

To investigate the function of GAF during mitosis, we first characterized its distribution during the cell cycle. With immunostaining, we confirmed that GAF is present on chromatin during all stages of mitosis from prophase to telophase (Fig. 1a)^31,32^. Next, we examined GAF behavior in living embryos using an endogenously GFP-tagged allele of GAF^28^ (Fig. 1b and Supplementary Movie 1). During mitosis, a large amount of GAF protein is displaced to the cytoplasm, but a clear pool of GAF protein remains associated with mitotic chromosomes (Fig. 1b).

**Fig. 1:**
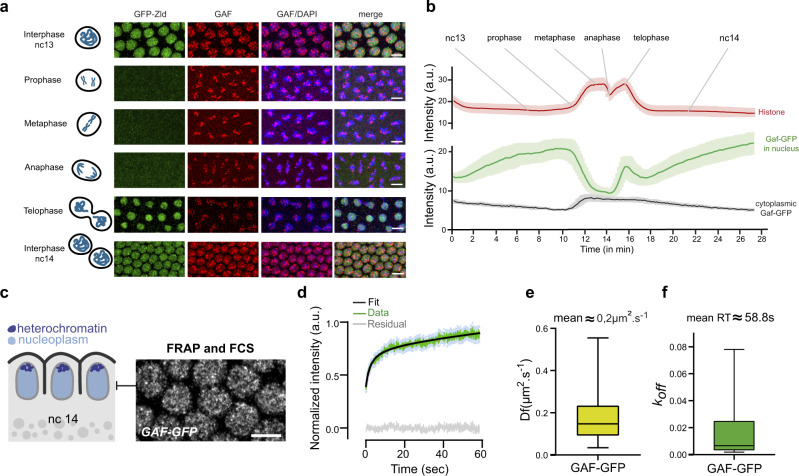
GAF dynamics during nuclear cycles and its kinetic properties. **a** Maximum intensity projected Z-planes of confocal images from immunostaining of Zelda-GFP (green) and GAF (red) on interphase and mitotic embryos at the indicated stages counterstained with DAPI (blue). The scale bar is 5 µm. **b** Mean fluorescent signal quantifications of GAF-GFP in the nucleoplasm (green) and cytoplasm (gray), and Histone 2 A variant*-mRFP* (shown as “Histone” in the panel) in nucleoplasm during nuclear cycle 13 to 14 extracted from time-lapse movies of embryos expressing GAF-GFP and *His2Av-mRFP* (mean from three movies of three independent embryos). Lighter colors curves represent SEM. **c** Schematic of a sagittal view of nc14 embryos. Nuclei are represented in light blue and apical heterochromatin regions in dark blue. The right panel shows regions targeted by FRAP and FCS, performed on *GAF-GFP* embryos. The scale bar is 5 µm. **d** Mean fluorescence recovery curve (green) from FRAP experiment and fit (black) using a reaction-diffusion model determined at the bleached spot for 23 nuclei from nine nc14 *GAF-GFP* embryos. Light blue dots represent SEM from different nuclei. The gray curve represents the residual of the fit. **e** Estimated diffusion coefficient of GAF-GFP. 23 FRAP traces from 23 nuclei were analyzed. The centered line represents the median and whiskers represent min and max values. **f** Estimated k_off_ (RT: residence time = 1/k_off_) of GAF-GFP. 23 FRAP traces from 23 nuclei were analyzed. The centered line represents the median and whiskers represent min and max values.

From both live imaging and immunofluorescence data, we observed a strong GAF signal concentrated in large distinct puncta as well as a more diffuse signal within the nucleus. Consistent with previous work^32^, we found that the majority of large GAF puncta are located at the apical side of the nuclei (Supplementary Fig. 1a and Supplementary Movie 2), where at this stage, most of the centromeric heterochromatin is located (Supplementary Fig. 1b)^39^. In contrast to GAF apical foci, the rest of the nuclear space contains a homogeneously distributed GAF signal, potentially representing GAF binding to euchromatin (Supplementary Fig. 1a, b and Supplementary Movie 2). To characterize GAF diffusion and binding kinetics in these regions, we performed Fluorescence Correlation Spectroscopy (FCS) and imaging Fluorescence Recovery After Photobleaching (FRAP)^40^ on living GAF-GFP embryos during interphase (Fig. 1c and Supplementary Fig. 1d–h). We could not perform FRAP and FCS during mitosis due to their short duration and rapid nuclear movements^41^.

We first performed FCS to characterize fast GAF kinetics (Supplementary Fig. 1d–h). We observed two characteristic times, potentially corresponding to two-diffusion coefficients or to diffusion and a binding reaction. To discriminate between these two scenarios, we performed FCS in the cytoplasm, where binding should not occur. Surprisingly, cytoplasmic FCS revealed two characteristic times, on the same order as those retrieved in the nucleoplasm (Supplementary Fig. 1g, h). Therefore, a two-diffusion component model was used to fit the nucleoplasm autocorrelation curves, giving rise to two apparent characteristic diffusion coefficients (Df) on the order of 22 µm^2^ s^−1^ and 0.45 µm^2^ s^−1^ respectively (Supplementary Fig. 1g, h). The fastest Df corresponds to GAF monomer free diffusion, as it falls in the range of diffusion of GFP in cells^42^. The slower diffusion time potentially reflects GAF diffusion within molecular complexes reflecting transient non-specific binding^41,43^. Given this very fast dynamic, we hypothesized that GAF may engage its targets for long timings. To gain access to these longer characteristic times, we performed nuclear FRAP experiments in nc14 *GAF-GFP* embryos, focusing on the middle part of the nuclei (Fig. 1c–f).

As expected for a transcription factor, FRAP recovery curves show more than one unique characteristic time. A reaction-diffusion model was used to fit the recovery curve, and revealed that GAF exhibits two residence times: a short one on the order of seconds (~2 s) that corresponds to an apparent diffusion coefficient of 0.2 µm^2^ s^−1^ on average, similar to the one observed using FCS, and a longer one on the order of tens of seconds (~58 s) (Fig. 1e, f). We would note here that the fast value of the diffusion coefficient observed with FCS is not experimentally accessible with our FRAP device. A possible interpretation of these two kinetic timescales observed with FRAP experiments would be that the fast residence time corresponds to GAF non-specific binding as observed previously^7^, while the long-lived residence time would correspond to sequence-specific binding to its consensus binding sites. Interestingly, similar GAF kinetics were very recently observed in larval hemocytes^44^. We conclude that GAF protein has the intrinsic capacity to stably bind chromatin. This is in sharp contrast to dynamic binding properties recently measured for other transcription factors in the blastoderm embryo as Zelda or Bicoid^31,45,46^. This property could be involved in its capacity to associate with mitotic chromosomes during embryonic divisions.

### Capturing GAF mitotic targets genome-wide

Early *Drosophila* embryogenesis provides an ideal system to study mitosis. Indeed, nuclei of the syncytial embryo divide 13 times synchronously before cellularization^47^. To perform mitotic ChIP, we stained early staged embryos with antibodies against the mitotic specific marker phosphorylation of the serine 10 of the histone 3 (H3S10ph) (Supplementary Fig. 2a)^48,49^ and sorted them with a flow cytometer (Fig. 2a and Supplementary Fig. 2b). The pool of embryos were further manually sorted to avoid contamination (Supplementary Fig. 2b). 

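Chromatin immunoprecipitation with an antibody against GAF was followed by sequencing in 3 samples of interphase embryos and 2 samples of mitotic embryos, each with its own input sample of chromatin taken before the immunoprecipitation. About 1000 embryos went into a sample, collected from 1.5 to 2.5 h after egg laying in the paper and from 1 to 2.5 h in the sample labels. The Reporting Summary gives paired-end reads of 75 bp, from 10330357 to 20473302 reads in total, from 10211499 to 20298184 read pairs after trimming and an alignment rate from 58.8% to 94%. The authors mapped the reads to dm6 with Bowtie2, averaged the enrichment every 50 bp with PASHA, scaled it to sequencing depth (RPM), subtracted the input and took the mean of the replicates. Peaks were then called on this mean with a threshold of 100, a minimum run of 50 bp and a maximum gap of 200 bp. The deposited peak lists hold positions without a score or a read count, so they do not give the depth behind a single peak. They hold no value per replicate, so no spread between replicates could be given, and intervals cover counting error only. The interphase list held 4970 peaks with a median length of 400 bp, covering 2.35 Mb. The mitotic list held 1839 peaks with a median length of 300 bp, covering 0.628 Mb. From there, peaks of both lists were compared by overlap of at least 1 bp, as the methods state. The difference in the number of samples between the stages, which could change the number of called peaks, was not corrected.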

We applied this method to map GAF targets during mitosis and interphase. We retrieved GAF peaks genome-wide in interphase and mitotic samples and classified them into three categories: present only in interphase, only during mitosis, or during both interphase and mitosis, referred to as “mitotically retained” (Fig. 2b–c’). 

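Of the interphase peaks, 1552 overlapped a mitotic peak and were mitotically retained, and 3418 were interphase-only. Of the mitotic peaks, 1685 overlapped an interphase peak (91.6%, 95% Wilson interval 90.3 to 92.8%) and 154 were mitosis-only. With a reciprocal overlap of at least 50%, the number of mitotic peaks without an interphase partner rose to 1307. Mitotically retained peaks were 796 ± 453 bp long (mean ± SD over peaks), interphase-only peaks 326 ± 219 bp and mitosis-only peaks 371 ± 274 bp. The difference of 471 bp between mitotically retained and interphase-only peaks had p = 1e-05 in a two-sided permutation test over peaks, the smallest that 100000 resamples can give. Peaks of one pooled list are not replicates, so the test compares these lists and not embryos.
The gene Ca-beta (FBgn0287724), on the minus strand of chromosome 2L from 11156118 to 11203544 in dm6, overlapped 2 interphase-only peaks. They lay from 11167201 to 11167551 with 5 GAGAG motifs and from 11168701 to 11169051 with 3 GAGAG motifs, and the nearest mitotic peak was 88918 bp from the gene. Muc11A (FBgn0052656), on the plus strand of chromosome X from 12059795 to 12065144, had a mitosis-only peak from 12046951 to 12047501, 12295 bp upstream, without a GAGAG motif. The longest mitotically retained peak, at the left end of chromosome 2L from 51 to 6201, held 124 GAGAG motifs, and 90.1% of its bases were masked as repeats in the reference. Its nearest gene, CR11023, lay 1329 bp away. The longest interphase-only peak, on chromosome 3R from 26865951 to 26870751, overlapped ball, His2Av and SPARC and held 2 GAGAG motifs. The longest mitosis-only peak, on chromosome 3L from 27068601 to 27070301, held no GAGAG motif, 97.2% of its bases were masked as repeats, and its nearest gene, CG40228, lay 11791 bp away.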

Remarkably, mitotically retained GAF targets represent 37% of interphase targets, corresponding to a group of ~2000 peaks bound by GAF both in interphase and mitotic embryos (Fig. 2b). 

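The mitotically retained peaks were 31.2% of the interphase peaks (30.0 to 32.5%). When the mitotic peaks were shuffled along their own chromosomes 1000 times, 54.6 interphase peaks overlapped one on average and 76 at most. The share fell to 11.5% when the overlap had to cover at least 50% of the interphase peak, and to 10.7% when it had to cover 50% of both peaks. It rose with the length of the interphase peak. Of the 1628 peaks from 100 to 250 bp, 2.46% were mitotically retained (1.81 to 3.33%). The share was 5.63% among the 1137 peaks from 300 to 400 bp (4.43 to 7.12%) and 48.2% among the 1086 peaks from 450 to 600 bp (45.2 to 51.1%). Of the 1119 peaks of 650 bp or more, 82.7% were mitotically retained (80.3 to 84.8%).

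**Figure D1:**
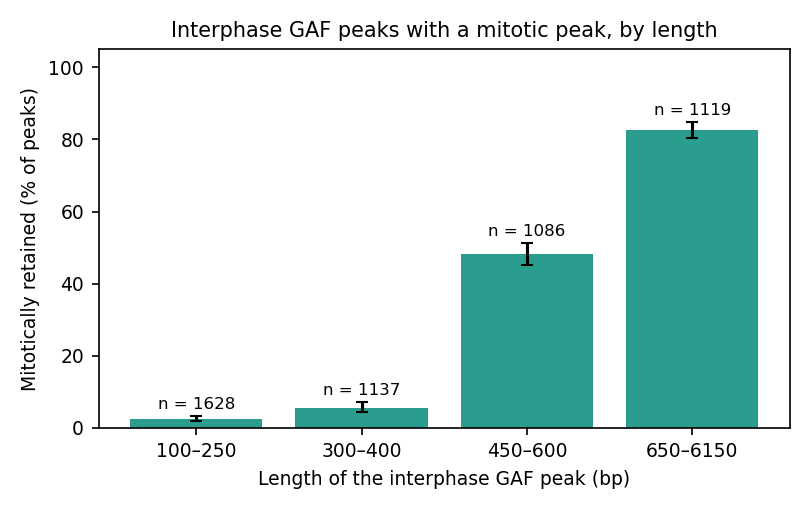
Share of interphase GAF peaks that overlap a mitotic GAF peak, in percent, by the length of the interphase peak in bp. Bars are shares, error bars are 95% Wilson intervals and n is the number of peaks. The share goes from 2.46% in the shortest group to 82.7% in the longest.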

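A list of 53 genes that pattern the embryo (gap, pair-rule, segment polarity, dorsoventral, homeotic and mesodermal genes) was compared with all other genes. An interphase peak lay on or within 1000 bp of 42 of them, and 33 of these 42 had a mitotically retained peak (78.6%, 64.1 to 88.3%). Among the other genes with an interphase peak, 1657 of 3732 had a mitotically retained one (44.4%, 42.8 to 46.0%). The odds ratio was 4.59 (p = 1.21e-05, two-sided Fisher's exact test over genes). The genes were not matched on the length or number of their GAF peaks. An effect of either on this difference was therefore not tested. With the authors' deposited list of mitotically retained peaks, an alternative chosen after the data were seen, it was 3.38 (p = 0.00310). The gene snail (sna, FBgn0003448) lies on the minus strand of chromosome 2L from 15476593 to 15478260. An interphase GAF peak from 15478101 to 15478851, with 9 GAGAG motifs, spanned its transcription start site (TSS) and overlapped a mitotic peak from 15478201 to 15478701, with 7 GAGAG motifs. The primers that Supplementary Data 1 lists for the primary sna enhancer amplify a region from 15478320 to 15480365, which starts 60 bp upstream of the TSS and holds 8 GAGAG motifs. Of its 2046 bp, 531 bp lay in the interphase peak and 381 bp in the mitotic peak.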

The mitotically retained loci comprise many key developmental patterning genes, as exemplified by *snail* (*sna*), for which the proximal enhancer shows a GAF mitotic peak (Fig. 2c’).

**Fig. 2:**
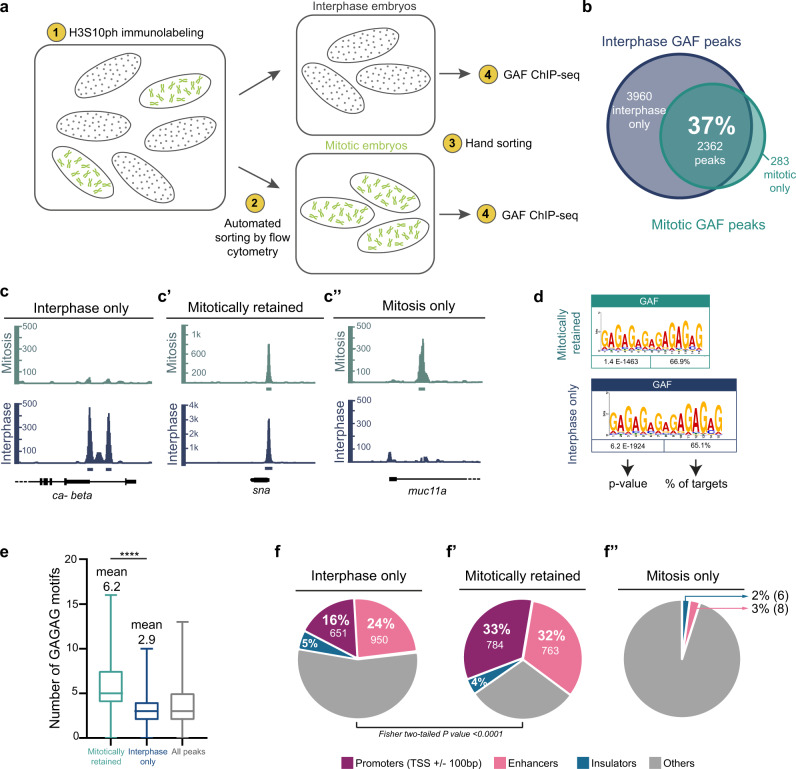
Identification of thousands of mitotically retained GAF loci. **a** Experimental workflow of mitotic embryo sorting followed by GAF-ChIP-seq. Embryos are immunolabeled with anti-H3S10ph (1), then sorted using a flow cytometer (2). Two pools of embryos are obtained (mitotic and interphase embryos) and are then hand-sorted (3) to remove any contamination. GAF-ChIP sequencing is then performed on approximately 1000 embryos of each condition (4). **b** Venn diagram representing the overlap of called GAF-ChIP-seq peaks between interphase and mitotic embryos. **c**, **c’**, **c”** Genome browser examples of genes from the identified three categories of GAF-ChIP-seq peaks: interphase only, mitotically retained, and mitosis only, respectively. Rectangles represent the called peaks corresponding to the above profile. **d** (GA)_n_ motif enrichment within GAF mitotically retained and interphase-only peaks, as reported by MEME. **e** Box plot representing the number of GAGAG motifs within three different classes of GAF peaks: mitotically retained (light blue) *n* = 2362, interphase only (dark blue) *n* = 3960, and all peaks (gray) *n* = 283. The centered horizontal line represents the median; whiskers represent min and max values. Two-tailed Welch’s *t* test ****P < 0.0001. **f**, **f’**, **f”** Proportions of GAF-ChIP-seq peaks that overlap diverse *cis*-regulatory regions in interphase only, mitotically retained and mitosis-only GAF-ChIP-seq.

Motif search confirmed that GAF peaks are enriched in GAGAG motifs (Fig. 2d), and are centered inside the reads (Supplementary Fig. 2c). However, this consensus GAF-binding site did not emerge as a significantly enriched motif in the small sample of GAF mitotic-only targets. 

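The string GAGAG, searched on both strands, stood in for the MEME motif. It occurred in 96.7% of interphase GAF peaks, against 38.3% of random regions of the same length on the same chromosome, 1 region per peak. The odds ratio was 47.8, and the p-value of Fisher's exact test was too small for a double-precision number. The mean was 4.32 motifs in a peak and 0.634 in a random region. With a 400 bp window at the centre of every peak and region, the odds ratio was 35.1. The motif nearest the centre lay at a median distance of 12.5 bp from it (95% bootstrap interval 11.5 to 13.5 bp). The same number of motifs placed at random within the same peaks gave a median distance of 30.7 bp, averaged over repeats. In peaks of at most 1000 bp, the median distance was 11.5 bp.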

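A GAGAG motif was found in 26 of the 154 mitosis-only peaks (16.9%), against 35.1% of random regions of the same length on the same chromosome (odds ratio 0.376, p = 4.11e-04, two-sided Fisher's exact test). With random regions drawn 10 to 50 kb from each peak, the odds ratio was 0.462 (Fisher's exact p = 0.00711). Mitosis-only peaks held 0.227 ± 0.555 motifs (mean ± SD over peaks). None of them held 4 or more motifs, which allows a share of up to 1.95% when a count of 0 is taken to allow 3 peaks. By chromosome, 56 lay on 3L, 62 on X, 12 on Y, 10 on the mitochondrial genome, 7 on 2L, 6 on 2R and 1 on 3R. The share outside chromosomes 2, 3, 4 and X was 14.3% for mitosis-only peaks (9.63 to 20.7%) and 1.81% for interphase-only peaks (1.42 to 2.32%), an odds ratio of 9.02 (p = 1.98e-12, Fisher's exact test). With the classes set by an overlap of 50% of the interphase peak's length, it was 1.26 (Fisher's exact p = 0.363).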

We, therefore, did not analyze in depth this group of GAF targets. Moreover, there was a substantial degree of overlap (~93.5%) when comparing our interphase GAF peaks with published GAF-ChIP-seq data from bulk 2–4- h embryos^50^. Thus, we established a pipeline able to profile mitotic nuclei at a genomic scale in the absence of drug synchronization.

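The number of GAGAG motifs was counted in the dm6 sequence of each peak. As the paper's text does not give the counting rule, 4 rules were compared with the authors' own motif numbers in Supplementary Data 3, of which 1138 peaks were held here against the paper's 2362 mitotically retained peaks. Counting matches without overlap on both strands gave the authors' number in 1138 of the 1138 peaks and was used throughout. Counting on one strand matched in 214 peaks, overlapping matches on both strands in 207 and overlapping matches on one strand in 135.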

Interestingly, the number of GAGAG motifs differs between mitotically retained peaks and interphase-only peaks. On average, mitotically retained peaks have 6.2 GAGAG repeats while interphase-only bound targets show 2.9 number of motifs (Fig. 2e). Therefore, we conclude that loci with a significant number of GAF-binding sites are more likely to be bound during mitosis.

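Mitotically retained peaks held 6.37 ± 5.21 GAGAG motifs (mean ± SD over peaks, median 6) and interphase-only peaks 3.39 ± 3.07 (median 3). The difference of 2.98 motifs had p = 1e-05 in a two-sided permutation test over peaks. In a window of 400 bp at the centre of every peak, the means were 4.28 and 3.27, a difference of 1.01 motifs (permutation p = 1e-05). As mitotically retained peaks were longer, the number per length went the other way, with 8.10 motifs per kb against 12.0 in interphase-only peaks, a difference of -3.94 (permutation p = 1e-05). With 674 peaks of each class matched on length in bins of 50 bp, the means were 4.93 and 4.91 motifs (difference 0.0208, permutation p = 0.926).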

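Grouped by their number of GAGAG motifs, 6.22% of the 450 interphase peaks with 1 motif were mitotically retained (4.34 to 8.85%). The share was 13.3% with 2 to 3 motifs, 32.8% with 4 to 5, 61.1% with 6 to 9 and 81.3% with 10 or more (76.3 to 85.4%, 283 peaks). The 162 peaks without a motif departed from this order, with 30.2% mitotically retained (23.7 to 37.7%). From the larger number of motifs in mitotically retained than in interphase-only peaks (Fig. 2e), the paper concludes that GAF more likely binds in mitosis to loci with a significant number of its sites.

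**Figure D2:**
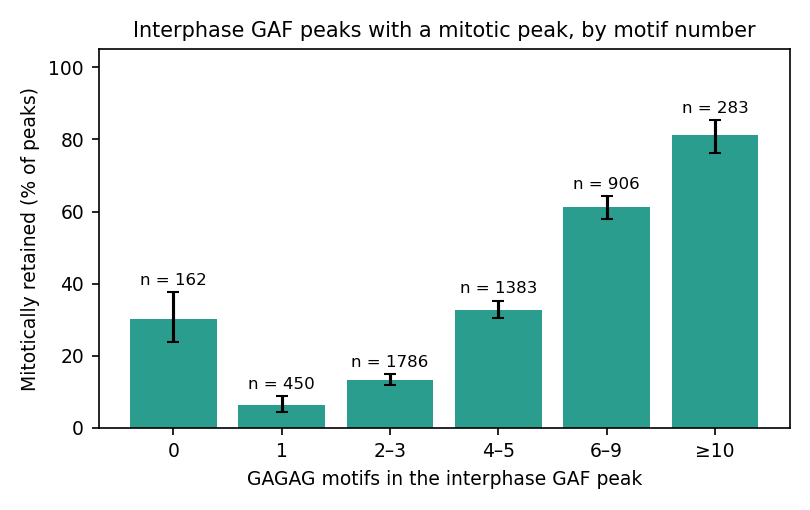
Share of interphase GAF peaks that overlap a mitotic GAF peak, in percent, by the number of GAGAG motifs in the interphase peak. Bars are shares, error bars are 95% Wilson intervals and n is the number of peaks. The share goes from 6.22% with 1 motif to 81.3% with 10 or more, and is 30.2% without a motif.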

Moreover, de novo motif search revealed that while some motifs are present on both categories (interphase only and mitotically retained), a combination of consensus binding sites is specifically enriched in mitotically retained peaks (e.g., dorsal, Supplementary Fig. 2d). GAF mitotically retained targets might therefore be regulated by a distinct *cis*-regulatory logic than those from which GAF dissociates during mitosis.

To better characterize GAF-bound loci, we used existing genomic annotations of *cis*-regulatory modules (enhancers, promoters, and insulators) that were previously obtained from whole-genome profiling of the early *Drosophila* embryo^50–52^ or validated via reporter transgenes^53^ (see “Methods” and Fig. 2f–f”). This stringent analysis revealed that the majority of GAF mitotically retained regions (65%) correspond to *cis*-regulatory sequences (Fig. 2f’). This proportion is higher than the interphase-only peaks (40%, Fig. 2f). 

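Of the annotations used in Fig. 2f, promoters could be compared here, as 100 bp on each side of a TSS of any annotated transcript. The enhancer and insulator annotations were not used here. A promoter was overlapped by 55.7% of mitotically retained peaks (53.2 to 58.1%) and 29.5% of interphase-only peaks (28.0 to 31.0%), an odds ratio of 3.00 (p = 1.79e-68, two-sided Fisher's exact test over peaks). With interphase-only peaks matched on length, the shares were 44.4% and 46.1% (odds ratio 0.931, Fisher's exact p = 0.547). Of the mitosis-only peaks, 6.49% overlapped a promoter (3.57 to 11.5%).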

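Each peak was also given 1 annotation by its centre, in the order promoter, exon, intron and intergenic, which stood in for the HOMER annotation. Promoters held 16.4% of mitotically retained and 13.8% of interphase-only peak centres (odds ratio 1.22, adjusted p = 0.0433, Fisher's exact test with Benjamini-Hochberg adjustment over 4 classes). On chromosomes 2L, 2R, 3L, 3R, 4 and X alone, the odds ratio was 1.20 (Fisher's exact test, adjusted p = 0.0609). The intron share was 45.6% in both classes (odds ratio 1.00, Fisher's exact test, adjusted p = 1). Exons held 13.9% and 12.0% (Fisher's exact test, adjusted p = 0.0863), and intergenic sequence 24.2% and 28.6% (adjusted p = 0.00488). When the promoter was widened to 1000 bp upstream and 100 bp downstream of the TSS, promoters held 54.8% of mitotically retained and 38.5% of interphase-only centres (odds ratio 1.93, Fisher's exact test, adjusted p = 6.86e-26), and introns held 28.2% and 35.6% (odds ratio 0.709, Fisher's exact test, adjusted p = 2.67e-07). Random regions of the same lengths had 3.32% of their centres in promoters, 23.9% in exons, 43.4% in introns and 29.3% in intergenic sequence.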

A similar clear enrichment of promoters and intronic regions (probably enhancers) is observed using HOMER tool annotation (Supplementary Fig. 2e).

### Mitotically retained GAF marks accessible regions during ZGA

As GAF displays pioneering properties in many contexts^28,29,37^, we hypothesized that GAF could contribute to chromatin accessibility during mitosis. We, therefore, determined the degree of chromatin accessibility at GAF-bound loci by using available ATAC-seq data^54^. We observed that GAF mitotically retained regions are globally more open than GAF interphase only or mitotic-only targets (Fig. 3a).

**Fig. 3:**
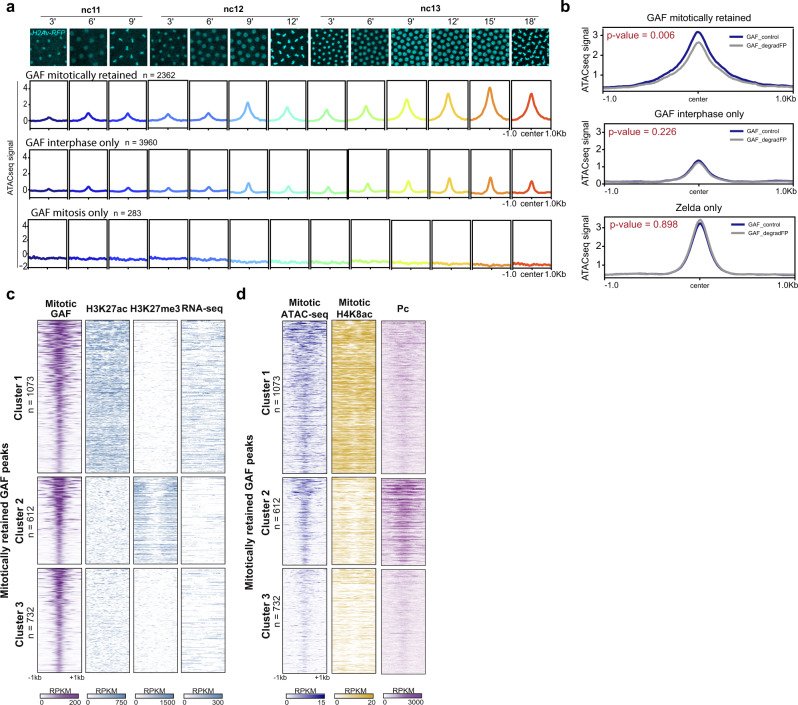
Mitotically retained GAF loci become progressively accessible during Zygotic Genome Activation. **a** Metagene profiles of ATAC-seq signal^54^ centered at mitotically retained interphase only and mitosis-only GAF-ChIP-seq peaks across the indicated stages and represented by the time-lapse images from a movie of *His2Av-mRFP* embryos (cyan). *n*: number of identified GAF peaks. **b** Metagene profiles of ATAC-seq signal in WT (GAF_control, dark blue) and GAF-depleted (GAF_degradFP, gray) embryos (2–2.5 h after egg laying)^28^ on GAF mitotically retained, GAF interphase-only and Zelda-only regions. *P* values are from two-sided Wilcoxon rank-sum test with continuity correction, used to compare the curves of ATAC-seq accessibility in GAF_control and GAF_degradFP from −500 bp to +500 bp from the center of the peaks. **c** Heatmaps of *k*-means clustered mitotically retained GAF peaks, based on H3K27ac and H3K27me3 ChIP-seq^56^ and RNA-seq^57^ from n.c. 14 embryos. *n*: number of identified GAF peaks. **d** Heatmaps representing the mitotic ATAC-seq signal^54^ (dark blue) from interphase n.c.13 embryos, the ChIP-seq enrichment of H4K8ac in mitotic embryos and the ChIP-seq enrichment of Polycomb (Pc)^51^ at the clustered mitotically retained GAF peaks from (**c**). *n*: number of identified GAF peaks.

More specifically, chromatin accessibility at mitotically retained regions encompasses larger regions than at loci bound by GAF only during interphase. This is in agreement with mitotically retained regions exhibiting a larger number of GAGA binding sites, potentially reflecting an enhanced number of bound GAF proteins able to foster nucleosome eviction (Supplementary Fig. 3a). Moreover, mitotically retained loci open gradually across developmental time windows and remain accessible during mitosis (Fig. 3a). Global chromatin accessibility at GAF mitotically retained targets is mostly linked to accessibility at *cis*-regulatory regions (Supplementary Fig. 3b).

We then asked whether chromatin accessibility at GAF mitotically retained regions required the presence of GAF. For this, we used ATAC-seq data performed on embryos where GAF levels were significantly reduced^28^. From this dataset, we retrieved GAF-bound loci for which accessibility was shown to be dependent on GAF. We found that the vast majority of these GAF-dependent regions (96%) correspond to GAF targets that we identified as mitotically retained (Supplementary Fig. 3d). Interestingly, targets depending on GAF for their accessibility mostly coincide with TSS and enhancer regions but do not overlap TAD boundaries^51^ (Supplementary Fig. 3c). Importantly, interphase GAF targets or Zelda-only bound targets (not bound by GAF) did not show such a dependency on GAF for their accessibility (Fig. 3b). Collectively, these results suggest that GAF retention at specific promoters and enhancers during mitosis may foster an accessible chromatin organization, which resists the overall compaction of the genome occurring during mitosis. However, other factors in addition to GAF are likely to foster chromatin accessibility during mitosis.

### GAF mitotic-bound regions are enriched with active and repressive histone marks

GAF is known to be present in both active and repressive chromatin regions^33,55^. We, therefore, assessed the chromatin landscape of GAF mitotically retained regions. For this purpose, we focused on embryonic ChIP-seq profiles of characteristic chromatin marks: H3K27ac for active chromatin state and H3K27me3 for the repressed chromatin state^56^, as well as RNA-seq signal from nc14 embryos^57^. By clustering GAF mitotically retained regions, we partitioned GAF targets into three distinct clusters (Fig. 3c and Supplementary Fig. 3e). The first cluster (44% of mitotically retained GAF) corresponds to GAF mitotic peaks with significant enrichment in H3K27ac, depleted in H3K27me3, and with a high RNA-seq signal. In contrast, the second cluster (26% of mitotically retained GAF peaks) displayed enrichment for H3K27me3 concomitant with depletion in H3K27ac and low RNA-seq signal. The remaining GAF mitotic targets fall into a third cluster (30% of mitotically retained GAF peaks), which displays no particular epigenetic features with our clustering analysis but shows significantly less chromatin accessibility (Fig. 3d). To examine if additional chromatin marks could discriminate between these three GAF clusters we performed ChIP-seq on the acetylation of lysine 8 of histone H4 (H4K8ac). Indeed among the myriad of chromatin marks labeling active regions, H4K8ac is a prominent mark during the initial reshaping of the genome during *Drosophila* ZGA^56^. 

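For the acetylation of lysine 8 of histone H4, 2 samples of interphase embryos and 2 samples of mitotic embryos were sequenced, each with an input sample. The methods describe the same processing as for GAF, with a threshold of 22 and again a minimum run of 50 bp and a maximum gap of 200 bp for peak calling. The names of the deposited H4K8ac lists carry the numbers 22, 30 and 2000 where those of GAF carry 100, 50 and 200, and the smallest distance between neighbouring H4K8ac peaks was 2000 bp. As for GAF, the lists pool the replicates and hold positions without scores. There were 5806 interphase peaks with a median length of 1100 bp, covering 12.6 Mb, and 5405 mitotic peaks with a median length of 1150 bp, covering 13.0 Mb.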

We used our mitotic ChIP-seq method (Fig. 2a) to map H4K8ac in interphase and mitotic embryos genome-wide (Supplementary Fig. 4a–d). 

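Of the interphase H4K8ac peaks, 4296 overlapped a mitotic H4K8ac peak by at least 1 bp (74.0%, 95% Wilson interval 72.8 to 75.1%), and 1510 did not. The authors' deposited list of peaks in both stages held the same 4296 peaks. Requiring a reciprocal overlap of 50% lowered the share to 46.0%. Shuffling the mitotic peaks along their chromosomes left 949 overlapping interphase peaks on average and 1029 at most over 1000 shuffles. Interphase peaks with a mitotic partner had a median length of 1600 bp, and those without one 200 bp. A further 1175 mitotic peaks overlapped no interphase peak.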

We observed that H4K8ac was particularly enriched in cluster 1 (Fig. 3d and Supplementary Fig. 4e).

Since cluster 2 was enriched for the Polycomb-associated mark H3K27me3, and as GAF is known to bind Polycomb Response Elements (PREs)^58^, we asked if cluster 2 was enriched for PREs. Assessing the distribution of Polycomb (Pc) protein^59^, a known Polycomb Group protein component specifically recruited at PRE in *Drosophila*^60^, indeed confirmed that cluster 2 was highly enriched for Pc occupancy (Fig. 3d).

Together, these results demonstrate that mitotic GAF retention occurs at genomic regions associated with both active or repressive chromatin states. 

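A mitotic H4K8ac peak was overlapped by 41.1% of mitotically retained GAF peaks (38.7 to 43.6%) and 18.0% of interphase-only GAF peaks (16.8 to 19.3%), an odds ratio of 3.18 (p = 1.67e-64, two-sided Fisher's exact test over peaks). With interphase-only peaks matched on length, the odds ratio was 1.44 (Fisher's exact p = 0.00279). The 638 mitotically retained peaks with a mitotic H4K8ac peak compare with 183 on average and 233 at most over 1000 shuffles. For interphase H4K8ac peaks, the shares were 36.7% and 16.9% (odds ratio 2.86, Fisher's exact p = 4.89e-51). Matched on length, these were 27.0% and 25.4% in 1 random draw (odds ratio 1.09, Fisher's exact p = 0.536). Over 1000 draws the median odds ratio was 1.19, with bounds of 1.06 and 1.35. For mitotic H4K8ac peaks the median was 1.46. H4K8ac peaks of both stages overlapped 31.8% of mitotically retained, 13.8% of interphase-only and 19.5% of mitosis-only GAF peaks. From H4K8ac and other chromatin marks at its clusters of mitotically retained peaks (Fig. 3c, d), the paper concludes that GAF is retained during mitosis in active as well as repressed chromatin. The other marks and the cluster of each peak were not analysed here.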

We propose that the combinatorial action of GAF and histone marks, contribute to the selective mitotic bookmarking of active regions to propagate transcriptional programs across cellular divisions.

### GAF mitotic bookmarking is not associated with mitotic loops

Strictly speaking, mitotic occupancy by a TF can be envisaged as a mitotic bookmark only if it leads to a functional “advantage” upon mitotic exit. Because chromatin loops between *cis*-regulatory regions were observed to be re-established by late anaphase/telophase in mammalian cells^10^ and since GAF is implicated in loop formation in *Drosophila*^61,62^, we asked if GAF mitotically bound loci could form loops during mitosis in the embryo. 

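The genes scyl (FBgn0041094) and chrb (FBgn0036165) both lie on the plus strand of chromosome 3L in dm6, scyl from 11252307 to 11256172 and chrb from 11487550 to 11499055, with 235243 bp between their TSSs. The TSS of chrb lay in an interphase GAF peak from 11487051 to 11487951 with 5 GAGAG motifs, which overlapped a mitotic peak from 11487201 to 11487801. A second peak within chrb, from 11493351 to 11493801, was interphase-only by overlap with the mitotic list. The authors' deposited list of mitotically retained peaks holds a peak there, from 11493301 to 11493801. Upstream of scyl, an interphase peak from 11247501 to 11248401 with 6 GAGAG motifs was mitotically retained. Between the genes, more than 5000 bp from either, lay 4 interphase peaks and 1 mitotic peak, which overlapped one of them.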

We first focused on a specific genomic region containing two developmental genes, *charybde* (*chrb*) and *scylla* (*scyl*), separated by 235 kb and bound by GAF during both interphase and mitosis (Supplementary Fig. 5a, b). These early expressed genes were previously shown to form a long-range chromatin loop during early development^63^.

We first confirmed that these loci are physically close and form a loop in nc14 by DNA FISH (Supplementary Fig. 5c). Interestingly, this proximity seems to be reinforced during nc14 progression (Supplementary Fig. 5c). However, while there is an overall genome compaction during mitosis, the distance between *scyl* and *chrb* is not different from that of a control locus, in mixed stages of mitosis (Supplementary Fig. 5c). To confirm this result, we examined two other loci using DNA FISH and assessed their potential looping across the cell cycle (Supplementary Fig. 5d). Both *snail* (*sna*) and *escargot* (*esg*) show GAF binding and the H4K8ac mark in interphase and mitosis. 

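The GAF peak at the TSS of sna lay within an interphase H4K8ac peak from 15475251 to 15479051 on chromosome 2L and a mitotic H4K8ac peak from 15471051 to 15487001. The gene esg (FBgn0287768) lies on the plus strand of the same chromosome from 15333866 to 15336138. An interphase GAF peak from 15332401 to 15334151, with 9 GAGAG motifs, spanned its TSS and overlapped 2 mitotic peaks, from 15332601 to 15332951 and from 15333351 to 15334001. The mitotic H4K8ac peak there reached from 15324401 to 15335401 and contained the GAF peak. The interphase H4K8ac peak, from 15334251 to 15337001, overlapped the gene but not the GAF peak.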

While these loci, form a loop in interphase nuclei; this long-range loop is not different from the control locus during mitosis (Supplementary Fig. 5e).

We, therefore, conclude that, at least for these regions, GAF mitotic binding is not associated with detectable stable mitotic DNA looping.

### The GAF bookmarked *scyl* gene harbors transcriptional memory

To test if GAF fosters rapid postmitotic reactivation, we employed quantitative imaging on a selected GAF mitotically bound target, the zygotically expressed gene *scylla* (*scyl*). This gene is regulated by a promoter/proximal enhancer containing six GAGAG motifs, bound by GAF during interphase and mitosis (cluster 1 of mitotically retained loci) (Fig. 4a). 

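An interphase GAF peak from 11251751 to 11252551 on chromosome 3L spanned the scyl TSS and held 5 GAGAG motifs. All of them read CTCTC on the plus strand, and they began at -458, -200, -140, -112 and 50 bp from the TSS. The mitotic peak from 11251951 to 11252451 held the 4 motifs nearest the TSS. In the authors' deposited list of mitotically retained peaks, the peak at the promoter reached from 11251701 to 11252601 and held 6 GAGAG motifs, the additional one at -582 bp. The interphase GAF peak overlapped an interphase H4K8ac peak from 11251651 to 11254351 and a mitotic one from 11232701 to 11254351.

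**Figure D3:**
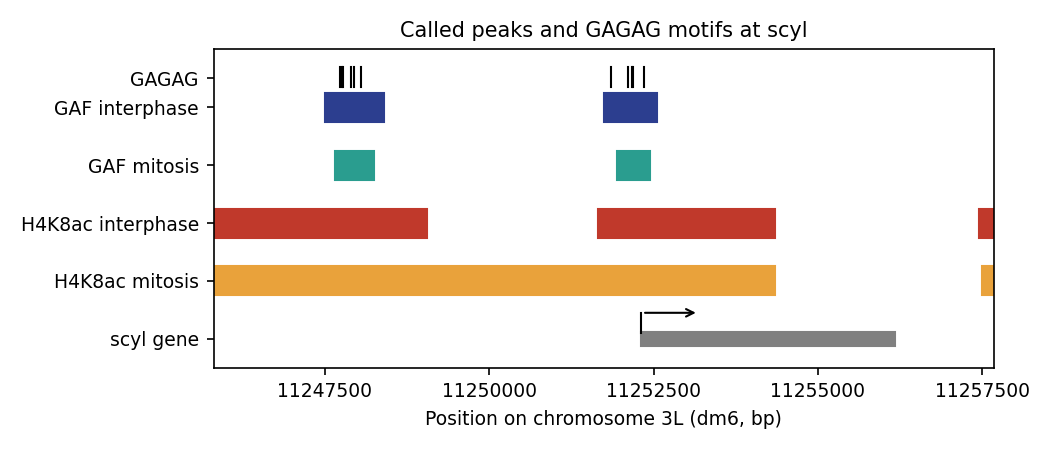
Called peaks of GAF and H4K8ac in both stages and GAGAG motifs of the interphase GAF peaks at scyl, by position on chromosome 3L in bp (dm6). Boxes are called peaks, black ticks are motifs on either strand, the grey box is the gene and the arrow marks its TSS. Both interphase GAF peaks overlap a mitotic GAF peak.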

To follow transcription dynamics with the high temporal resolution, we utilized the MS2/MCP signal amplification method^14,15^ and quantitative imaging in living embryos. An array of 24X-MS2 repeats was inserted by CRISPR/Cas9 gene editing into the 3’UTR of *scyl* (Fig. 4a). 

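The guide RNA listed for scyl in Supplementary Data 1 matched dm6 once, on the minus strand of chromosome 3L from 11254547 to 11254566. The site with its PAM reads GCTCTCGATCATCACAGGGGTGG. It lies in the 3′ UTR of scyl, which the annotation places from 11254476 to 11256172 (1697 bp), after the stop codon from 11254473 to 11254475. Cas9 is taken to cut after position 11254549 of the plus strand, 74 bases past the stop codon. The plus strand reads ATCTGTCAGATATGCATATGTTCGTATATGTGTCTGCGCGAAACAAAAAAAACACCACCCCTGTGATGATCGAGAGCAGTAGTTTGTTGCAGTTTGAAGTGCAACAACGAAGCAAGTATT over 60 bases on each side of this cut.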

MS2 reporter expression follows *scyl* endogenous expression (Fig. 4b and Supplementary Fig. 6a), and homozygous *scyl-MS2* stocks are viable and fertile. Then, we monitored postmitotic gene reactivation in nc14 in the ventral (Fig. 4c and Supplementary Fig. 6d) and dorsal side (Supplementary Fig. 6c). In both locations, postmitotic activation was found to be relatively fast, with a lag time of only 7.5 min and 9 min to reach 50% of the full pattern of activation (t50) in the dorsal ectoderm (Supplementary Movie 4) and mesoderm (Supplementary Movie 3), respectively (Supplementary Fig. 6d).

**Fig. 4:**
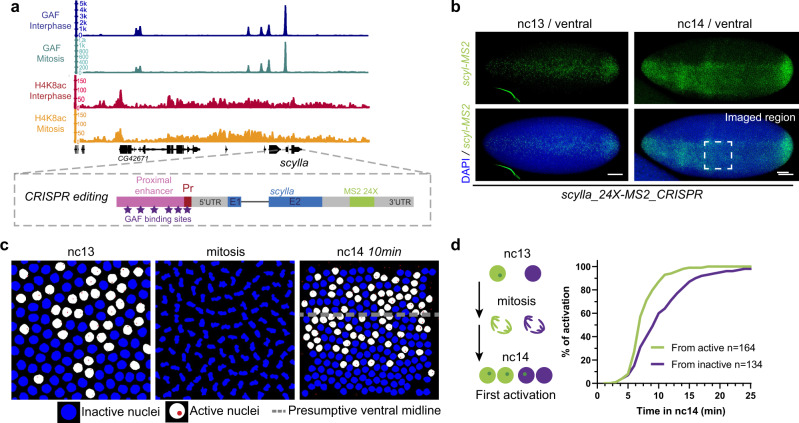
*scylla* gene harbors a transcriptional memory across mitosis. **a** (Top) Genome browser image of interphase and mitotic GAF (dark blue and turquoise) and H4K8ac (red and orange) ChIP-seq signal at the *scyl* locus. (Bottom) Schematic of the 24X-MS2 tagging strategy of the *scyl* locus by CRISPR editing. A unique guide RNA sequence was designed to insert the 24X-MS2 repeats by homologous recombination, at 70 bp from the stop codon. **b** Maximum intensity projected Z-planes of confocal images from smiFISH with MS2 probes (green) counterstained with DAPI (blue) of *scylla_24X-MS2_CRISPR/+* embryos in nc13 and nc14. Scale bars are 50 µm. The dashed box represents the region considered for live imaging experiments. **c** Snapshots from a representative false-colored movie of *scylla_24X-MS2_CRISPR/+* embryo carrying *MCP-eGFP*, *His2Av-mRFP*. Active nuclei are represented in white and inactive nuclei in blue. Transcriptional sites are false-colored in red. The dashed line represents the presumptive ventral midline. **d** Quantification of transcriptional memory for *scyl* gene. Left panel: schematic of the two populations of nuclei studied; those derived from active (in green) and those from inactive nuclei (purple). Right panel: cumulative activation of the first activated nuclei coming from active nuclei (green) and from inactive (purple). *n* = number of analyzed pooled nuclei from four movies of four independent embryos.

In addition to this temporal information within a given interphase, live imaging of transcription in the context the fast-developing *Drosophila* embryo gives access to nuclei genealogy. We assessed whether the transcriptional status of mother nuclei (prior to division) influences that of their descendants^64^. Indeed, we have previously shown that within the mesoderm, descendants of active nuclei in nc13 activate transcription significantly faster than those arising from inactive nuclei, a bias named “transcriptional memory”^18^. However, this was shown in the context of reporter transgenes and has thus far never been demonstrated at an endogenous locus.

To assess the existence of transcriptional memory at an endogenously mitotically bookmarked locus, we imaged *scyl* expression in the mesoderm. Within this domain, the expression was stochastic in nc13 (Fig. 4b and Supplementary Fig. 6c, and Supplementary Movie 3), allowing unambiguous discrimination between active and inactive mother nuclei prior to mitosis. By tracking the timing of activation for daughters arising from active mother nuclei compared to those coming from inactive mother nuclei (Fig. 4c), we observe a clear transcriptional memory bias (Fig. 4d and Supplementary Fig. 6e).

In order to test if this bias was due to a stronger activity of the *scyl* gene in nuclei coming from active mothers, we examined instantaneous intensities of transcriptional sites as they are directly correlated to the mRNA synthesis efficiency. Once active, instantaneous transcriptional site intensities were similar in nuclei coming from active mothers compared to those coming from inactive mothers (Supplementary Fig. 6f). To describe the location of transcriptional activation of *scylla* with respect to GAF concentration, we performed immuno-RNA FISH with GAF antibody and MS2 probes on *scylla_24XMS2* embryos (Supplementary Fig. 6g). While GAF large puncta are located apically (see also Supplementary Fig. 1a, c), MS2 transcription foci are not overlapping and are located in the middle of the nuclear space. However, we cannot exclude that a subset of MS2 foci might colocalize with smaller GAF foci.

### GAF knockdown delays postmitotic transcriptional reactivation

To test whether GAF was involved in the establishment of transcriptional memory, we employed RNAi knockdown (KD) to reduce the pool of maternal GAF. As previous studies reported difficulties to successfully deplete maternal GAF using a specific set of Gal4 driver^65^, we decided to increase the efficiency of our depletion by combining two strong Gal4 drivers (*mat-alphaTub-Gal4* and *nanos-Gal4*). This strategy induces RNAi at all steps of oogenesis^66^. The level of maternal GAF mRNA KD was estimated to be 88% by qRT-PCR (Supplementary Fig. 7a) and also confirmed by western blot (Supplementary Fig. 7b), creating a substantial embryonic lethality. However, in this genetic context, a few embryos survived until gastrulation, albeit with clear mitotic and patterning defects for GAF targets genes (Supplementary Movie 6 and Supplementary Fig. 7c).

By quantifying postmitotic reactivation timing of *scyl* in *RNAi-GAF* embryos (Supplementary Movies 5 and 6), we observed a delay of ∼6 min for t50 (Fig. 5a). We then compared the kinetics of activation in the two subpopulations (from active and from inactive) and found that the transcriptional memory bias was reduced in *RNAi-GAF* embryos (Fig. 5b, c). Such a memory reduction does not occur upon maternal depletion of the pioneer factor Zelda^31^, despite a slowdown of overall transcriptional dynamics.

**Fig. 5:**
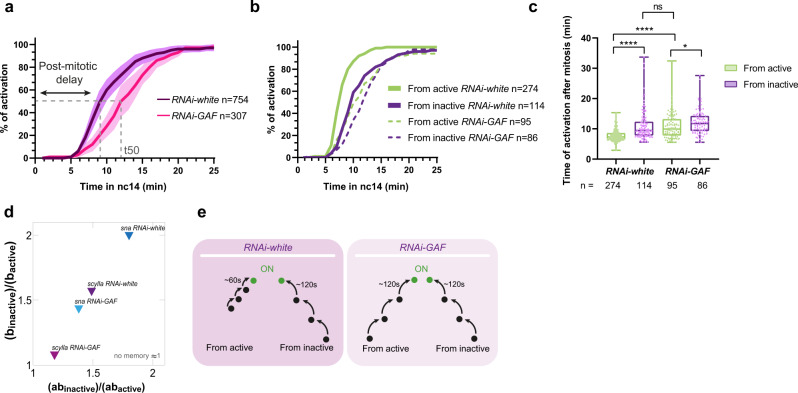
GAF is required for transcriptional memory of *Scylla*. **a** Quantification of transcriptional synchrony of *scylla_24X-MS2_CRISPR/+* embryo after mitosis in *RNAi-white* (control, purple) and *mat-alphaTub-Gal4/+; nos-Gal4/UASp-shRNA-GAF* embryos (pink). The dashed line represents the t50 where 50% of the pattern is activated during nc14. Both of the two daughters derived from each nucleus are quantified. SEM are represented in light purple and light pink. *n* = number of nuclei analyzed from four movies of four independent embryos for each condition. **b** Cumulative activation of the first activated nuclei coming from active nuclei (green) and from inactive (purple) in *RNAi-white* embryos (control, solid curves) and *RNAi-GAF scylla_24X-MS2_CRISPR/+* embryos (dashed curves). *n* = number of pooled nuclei analyzed from four movies of four embryos. **c** Box plot representing the mean time of the first activation after mitosis of nuclei derived from active (green) and inactive (purple) nuclei in *RNAi-white* embryos and *RNAi-GAF scylla_24X-MS2_CRISPR/+* embryos. The centered horizontal line represents the median, whiskers represent min and max values. Two-tailed Welch’s *t* test ****P < 0.0001, *P = 0.0252. **d** Ratios of parameter “b” and “ab” in subpopulations from inactive and active nuclei of *scylla_24X-MS2_CRISPR/+* (purples) and *snail-primary-enhancer_MS2* (blues) in *RNAi-white* or *RNAi-GAF* embryos. The parameter “a” corresponds to the average number of transitions (provided by the sum of weighted probabilities) and the parameter “b” to the time of each jump from one state to another. **e** Schematic of the proposed role of GAF in transcriptional memory. In the presence of GAF, nuclei derived from active nuclei have shorter “b” length than those derived from inactive nuclei whereas in the absence of GAF, both have the same transition times.

Collectively, these data demonstrate that GAF controls the timing of transcriptional activation after mitosis and participates in the establishment of transcriptional memory.

### Modeling GAF driven transcriptional memory

We analyzed the statistical distribution of the postmitotic delay (waiting times), defined as the lag time between the end of mitosis and the first activation in nc14 (Supplementary Fig. 8a). We have previously developed a simple mathematical model of memory, where this delay was modeled by a mixed gamma distribution^31^ with two main parameters, the average number of rate-limiting transitions prior to reaching the transcription active state (ON) (parameter “a”) and their durations (parameter “b”). Applying this mathematical model to our live imaging movies of *scyl* transcription dynamics in control (*RNAi-white*) and in GAF-depleted embryos (*RNAi-GAF*) (Supplementary Fig. 8b and Supplementary Data 4) revealed that the “a” parameter was comparable across genotypes (Supplementary Fig. 8c). However, upon GAF KD, the “b” parameter significantly increased in nuclei coming from active mother nuclei (Supplementary Fig. 8c). Remarkably, this selective decrease in the “b” parameter within a subpopulation was not observed upon Zelda depletion^31^. In order to be able to compare the effect of various genotypes, subject to distinct *cis*-regulatory codes, we introduced a memory score defined by the ratio (ab_inactive_)/(ab_active_). A memory bias exists when this ratio is higher than 1. Using this metric, we observe that endogenous *scyl* exhibits a clear memory bias that vanishes upon GAF depletion (Fig. 5d). Interestingly, a GAF-dependent memory bias was also observed with a second GAF mitotically bound region (*sna-proximal-enhancer*, cluster 1, Fig. 2c’, see “Methods”) (Fig. 5d and Supplementary Fig. 8d). In all cases, we observe (ab_inactive_)/(ab_active_) ≈ b_inactive_/b_active_ (Fig. 5d), suggesting that the primary contribution to the memory bias comes from the transition duration “b”.

Collectively, these results suggest a model where transcriptional memory bias results from distinct epigenetic paths in nuclei where a given locus is bookmarked by GAF and in nuclei where the same locus is not bound by GAF (Fig. 5e). The preferential bookmarking of active nuclei by GAF could be explained by stochastic GAF binding. We speculate that, during the interphase of nc13, there would be a differential probability of GAF binding between active and inactive mother nuclei. This differential in GAF binding in interphase of nc13 would persist during mitosis (our data suggest that GAF residence time is long) and would explain why descendants of active nuclei, can activate transcription faster than those coming from inactive (GAF-unbound during mitosis) nuclei.

## Discussion

We set out to determine how gene regulation by a transcription factor might be propagated through mitosis in a developing embryo. By using a combination of quantitative live imaging and genomics, we provide evidence that the pioneer-like factor GAF acts as a stable mitotic bookmarker during zygotic genome activation in *Drosophila* embryos.

Our results indicate that during mitosis, GAF binds to an important fraction of its interphase targets, largely representing *cis*-regulatory sequences of key developmental genes (Supplementary Data 2 and 3). We noticed that GAF mitotically retained targets contain a larger number of GAGA repeats than GAF interphase-only targets and that this number of GAGA repeats correlates with the broadness of accessibility. Multiple experiments, with model genes in vitro (e.g., *hsp70*, *hsp26*) or from genome-wide approaches clearly demonstrated that GAF contributes to the generation of nucleosome-free regions^33^. The general view is that this capacity is permitted through the interaction of GAF with nucleosome remodeling factors as PBAP (SWI/SNIF), NURF (ISWI)^38^, or FACT^67^. Although not yet confirmed with live imaging, immunostaining data suggest that NURF is removed during metaphase but re-engages chromatin by anaphase^68^. If the other partners of GAF implicated in chromatin remodeling are evicted during early mitosis, chromatin accessibility at GAF mitotic targets could be established prior to mitosis onset and then maintained through mitosis owing to the remarkable stability of GAF binding. However, we cannot exclude GAF interactions with other chromatin remodelers (e.g., PBAP) during mitosis and a scenario whereby mitotic accessibility at GAF targets would be dynamically established during mitosis thanks to the coordinated action of GAF and its partners.

We propose that the function of GAF as a mitotic bookmarker is possible because GAF has the intrinsic property to remain bound to chromatin for long periods (residence time in the order of minute). This long engagement of GAF to DNA is in sharp contrast with the binding kinetics of many other TF, such as Zelda or Bicoid in *Drosophila* embryos^31,45^ or pluripotency TF in mouse ES cells^7,69^. Another particularity of GAF binding, contrasting with other TF, resides in the multimerization of its DNA-binding sites as GAGAG repeats in a subset of its targets (76% of mitotically retained peaks display four or more repetitions of GAGAG motifs). 

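Of the mitotically retained peaks, 79.7% held 4 or more GAGAG motifs (77.6 to 81.6%), against 39.1% of interphase-only peaks (37.4 to 40.7%). The share in mitotically retained peaks was 37.0% when motifs were counted on one strand only and 89.2% when overlapping matches were counted.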

Given the known oligomerization of GAF^70^ and as GAF is able to regulate transcription in a cooperative manner^71^, it is tempting to speculate that GAF cooperative binding on long stretches of GAGAG motifs may contribute to a long residence time.

Collectively, we propose that the combination of long residence time and the organization of GAF-binding sites in the genome may allow the stable bookmarking of a subset of GAF targets during mitosis.

In this study, we also discovered that a combination of GAF and histone modification could be at play to maintain the chromatin state during mitosis. Indeed, mitotic bookmarking may also be supported by the propagation of histone tail modifications from mother to daughter cells. Work from mammalian cultured cells revealed widespread mitotic bookmarking by epigenetic modifications, such as H3K27ac and H4K16ac^72,73^. Moreover, H4K16ac transmission from maternal germline to embryos has recently been established^74^. In the case of GAF, we propose that the combinatorial action of GAF and epigenetic marks, possibly selected via GAF interacting partners, will contribute to the propagation of various epigenetic programs. It would be therefore interesting to employ our established mitotic ChIP method to survey the extent to which *cis*-regulatory regions exhibit different mitotic histone mark modifications during embryogenesis.

A key aspect of mitotic bookmarking is to relate mitotic binding to the rapid transcriptional activation after mitosis. Here we show that GAF plays a role in the timing of reactivation after mitosis. However, we note that GAF binding during mitosis is not the only means to accelerate gene activation. Indeed, we and others have shown that mechanisms such as enhancer priming by Zelda, paused polymerase or redundant enhancers contribute to fast gene activation^75,76^. Moreover, a transcriptional memory bias can occur for a transgene not regulated by GAF^18^. By modeling the transcriptional activation of the gene *scylla*, we reveal that GAF accelerates the epigenetic steps prior to activation, selectively in the descendants of active nuclei. We propose a model where GAF binding helps in the decision-making of the postmitotic epigenetic path. In this model, mitotic bookmarking by GAF would favor an epigenetic path with fast transitions after mitosis (Fig. 5e). In the context of embryogenesis, bookmarking would lead to the fast transmission of select epigenetic states and may contribute to gene expression precision.

Interestingly, GAF vertebrate homolog (vGAF/Th-POK) has recently been implicated in the maintenance of chromatin domains during zebrafish development^77^. We, therefore, suspect that GAF action as a stable bookmarking factor controlling transcriptional memory during *Drosophila* ZGA might be conserved in vertebrates.

## Methods

### Fly handling and genetics

The *yw* stock was used as a wild-type. The germline driver *nos-Gal4:VP16*(BL4937) was previously recombined with a *MCP-eGFP-His2Av-mRFP* fly line^31^. RNAi were expressed after crossing this recombinant for live imaging (or *nos-Gal4:VP16* for fixed experiments) with Gal4 under the expression of *maternal-alphaTubulin* promoter (*mat-alphaTub-Gal4* (BL7063)), then with *UASp-shRNA-w* (BL35573) or *UASp-shRNA-GAF* (BL41582). Virgin females expressing RNAi, MCP-GFP-His2Av-mRFP and both Gal4 constructs were crossed with MS2 containing CRISPR alleles or transgene-containing males. All experiments were done at 21 °C except RNAi experiments which were done at 25 °C. The C-terminal tagged version of GAF-sfGFP was obtained by CRISPR/Cas9^28^.

### Cloning and transgenesis

The *snail-primary-enhancer_MS2* transgene was obtained by amplification of the *sna* endogenous promoter and primary enhancer using the primers listed in Supplementary Data 1. The 128XMS2 tag^78^ was inserted immediately upstream of the yellow reporter gene sequence of the pbphi-yellow plasmid^17^. The transgenic construct was inserted in the VK0033 landing site (BL9750) using PhiC31 targeted insertion^79^.

The homology arms for the recombination template for CRISPR/Cas9 editing of *scyl* gene to generate *scyl_24X-MS2_CRISPR* were assembled with NEBuilder® HiFi DNA Assembly Master Mix (primers listed in Supplementary Data 1) and inserted into pBluescript opened *SpeI/AscI* (for the 5’ homology arm) or *XmaI/NheI* (for the 3’ homology arm) containing the 24X-MS2 (as in ref. ^31^) inserted after *Not1* digestion. Guide RNA (Supplementary Data 1) were cloned into pCFD3-dU6:3gRNA (Addgene 49410) digested by BbsI using annealed oligonucleotides (Integrated DNA Technology™). The recombination template and guide RNA plasmids were injected into BDSC#55821 (BestGene Inc.). Transformant flies were screened using a dsRed marker inserted downstream of the 3’UTR of the genes.

### Fluorescence recovery after photobleaching

Fluorescence recovery after photobleaching (FRAP) in embryos at nc14 was performed on a Zeiss LSM880 using a 40 × /1.3 Oil objective and a pinhole of 84 μm. Images (256 × 128 pixels, 16bits/pixel, zoom ×6) were acquired every ≈53 ms for 1200 frames. GFP was excited with an Argon laser at 488 nm and detected between 492 and 534 nm. The laser power of the 488 nm laser for FRAP acquisition images was 5 µW. Measurements are taken with a ×10 objective. Laser intensity was kept as low as possible to minimize unintentional photobleaching. A circular ROI (12 × 12 pixels) 0.138 µm/pixel, was bleached using two laser pulses at maximal power during a total of ≈110 ms after ten frames. To discard any source of fluorescence intensity fluctuation other than molecular diffusion, the measured fluorescence recovery in the bleached ROI region (*I*_bl_) was corrected by an unbleached ROI (*I*_unbl_) of a neighbor’s nucleus and another ROI outside of the nucleus (*I*_out_) following the simple equation:

1 $${I}_{{{{{{{{\mathrm{bl}}}}}}}}_{{{{{{{\mathrm{corr}}}}}}}}}\left(t\right)=\frac{{I}_{{{{{{{\mathrm{bl}}}}}}}}\left(t\right)-{I}_{{{{{{{\mathrm{out}}}}}}}}\left(t\right)}{{I}_{{{{{{{\mathrm{unbl}}}}}}}}\left(t\right)-{I}_{{{{{{{\mathrm{out}}}}}}}}\left(t\right)}$$

The obtained fluorescence recovery was then normalized to the mean value of fluorescence before the bleaching i.e.,

2 $${I}_{{{{{{{{\mathrm{bl}}}}}}}}_{{{{{{{\mathrm{norm}}}}}}}}}(t)=\frac{{I}_{{{{{{{{\mathrm{bl}}}}}}}}_{{{{{{{\mathrm{corr}}}}}}}}}(t)}{\frac{1}{N}{\sum }_{n=1}^{10}{I}_{{{{{{{\mathrm{bl}}}}}}}}(n)}$$

Analytical equations used to fit the fluorescence recovery was chosen with two exchanging population on the first 1100 frames: we started from the analytical expression developed in Supplementary Eq. (35) of ref. ^80^.

3 $$F\left(t\right)={F}_{{eq}}{F}_{D}(t)+{C}_{{eq}}{F}_{{exc}}(t)$$

with *C*_*eq*_ defined as above and *F*_*eq*_ = k_off_/(k_off_ + k^*^_on_). *F*_*D*_(*t*) is the fluorescence recovery due to diffusion and *F*_*exc*_(*t*) the fluorescence recovery due to exchange.

Since we used a Gaussian shape illumination profile, *F*_*D*_(*t*) is defined using a slightly modified version of the analytical equation of the 20th order limited development of the Axelrod model for Gaussian profile illumination and diffusion^81,82^:

4 $${F}_{D}\left(t\right)=\frac{1-{{{{{{\rm{e}}}}}}}^{-K}}{K}\left(1-M\right)+M\mathop{\sum }\limits_{n=1}^{20}\frac{{\left(-K\right)}^{n}}{n!}{\left(1+n+2n\frac{t}{{{{{{\rm{\tau }}}}}}}\right)}^{-1}$$

5 $$M=\frac{{I}_{(t > 30{{{{{\rm{\tau }}}}}})}-{I}_{0}}{1-{I}_{0}}$$

where *K* is a constant proportional to bleaching deepness, *M* is the mobile fraction and τ is the half time of recovery. To minimize the effect of the mobile fraction on *C*_*eq*_, *M* was kept between 0.9 and 1.1.

Diffusion coefficients of the different molecules were determined according to

6 $$D=\frac{{{{{{\rm{\beta }}}}}}{w}^{2}}{4{{{{{\rm{\tau }}}}}}}$$

with w the value of the radius at 1/e^2^ of the Gaussian beam (in our case, *w* = 0.83 µm) and *β* a discrete function of *K* tabulated in ref. ^83^.

*F*_*exc*_(*t*) is defined as in ref. ^80^, slightly modified with respect to the Gaussian illumination, leading to the following equation:

7 $${F}_{{exc}}\left(t\right)={F}_{{{\infty }}}-\left(\frac{1-{e}^{-K}}{K}-{F}_{{{\infty }}}\right){e}^{-{k}_{{off}}t}$$

with *K* defined as previously.

FRAP curve fitting was done with MatLab 2014b (Mathworks Inc. USA).

### Fluorescence correlation spectroscopy

Fluorescence correlation spectroscopy (FCS) experiments were performed on a Zeiss LSM780 microscope using a ×40/1.2 water objective. GFP was excited using the 488 nm line of an Argon laser with a pinhole of 1 airy unit. Intensity fluctuation measured for 10 s were acquired and autocorrelation functions (ACFs) generated by Zen software were loaded in the PyCorrFit program^84^. Multiple measurements per nucleus in multiple nuclei and embryos at 20 °C were used to generate multiple ACF, used to extract parameters. The FCS measurement volume was calibrated with a Rhodamine6G solution^85^ using *D*_f_ = 414 μm^2^ s^−1^. Each time series was fitted with the following generic equation:

8 $$G\left(\tau \right)=1+\frac{1}{N}\left(1+\frac{T{e}^{-\frac{t}{{\tau }_{T}}}}{1-T}\right)\left({\mathop{\sum }\limits_{i=1}^{n}}\frac{{f}_{i}}{(1+\frac{t}{{\tau }_{i}}){\left(1+\frac{t}{{s}^{2}{\tau }_{i}}\right)}^{1/2}}\right)+{G}_{{{{{{\rm{\infty }}}}}}}$$

Using *n* = 2 in our fit and where *N* is the total number of molecules, *T* is the proportion of the fluorescent molecules *N* in the triplet state with a triplet state lifetime *τ*_*T*_ (constrained below 10 µs in our fit), *f*_*i*_ is the proportion of each different diffusing species ($$\mathop{\sum }\nolimits_{i=1}^{n}{f}_{i}=1$$) with a diffusion time τ_i_ = *w*^2^_*xy*_ / 4 *D* and *s*^*2*^ = *w*_*z*_ / *w*_*xy*_. We also introduced a G_∞_ value to account for a long time persistent correlation during the measurements.

### Immunostaining

A pool of 0–4 h after egg-laying (AEL) or 2–4 h AEL embryos were dechorionated with bleach for 3 min and thoroughly rinsed with H_2_O. They were fixed in 1:1 heptane:formaldehyde-10% for 25 min on a shaker at 450 rpm; formaldehyde was replaced by methanol and embryos were shaken by hand for 1 min. Embryos that sank to the bottom of the tube were rinsed three times with methanol. For immunostaining, embryos were rinsed with methanol two times and washed three times 3 min with PBT (PBS 1 × 0.1% triton). Embryos were incubated on a wheel at room temperature for 30 min in PBT, then for 20 min in PBT 1% BSA, and at 4 °C overnight in PBT 1% BSA with primary antibodies. Embryos were rinsed three times, washed twice for 20 min in PBT, then incubated in PBT 1% BSA for 20 min, and in PBT 1% BSA with secondary antibodies for 2 h at room temperature. Embryos were rinsed three times then washed three times in PBT for 10 min. DNA staining was performed using DAPI at 0.5 μg/ml. Primary antibody dilutions for immunostaining were mouse anti-GFP (Roche IgG1κclones 7.1 and 13.1) 1:200; mouse anti-H3K9me2-3 (gift from Dr. J. Dejardin) 1:300; rabbit anti-GAF (gift from Dr. G.Cavalli) 1:250; 1:100. Secondary antibodies (anti-rabbit Alexa 488-conjugated (Life Technologies, A21206); anti-mouse Alexa 488-conjugated (Life Technologies, A21202); anti-rabbit Alexa 555-conjugated (Life Technologies, A31572)) were used at a dilution 1:500. Mounting was performed in Prolong^®^ Gold.

Images in Supplementary Fig. 1a represent a maximum intensity projection of a stack of 3 z-planes (≈1 μm). Images in Supplementary Fig. 1b represent a single Z-plane. Images in Fig. 1a represent a maximum intensity projection of a stack of 9 z-planes (≈4 μm).

### Single-molecule fluorescence in situ hybridization (smFISH) and immuno-smFISH

Embryos were fixed as in the previous section, then washed 5 min in 1:1 methanol:ethanol, rinsed twice with ethanol 100%, washed 5 min twice in ethanol 100%, rinsed twice in methanol, washed 5 min once in methanol, rinsed twice in PBT-RNasin (PBS 1×, 0.1% tween, RNasin® Ribonuclease Inhibitors). Next, embryos were washed 4 times for 15 min in PBT-RNasin supplemented with 0.5% ultrapure BSA and then once 20 min in Wash Buffer (10% 20× SCC, 10% Formamide). They were then incubated overnight at 37 °C in hybridization buffer (10% formamide, 10% 20x SSC, 400 µg/ml *E. coli* tRNA (New England Biolabs), 5% dextran sulfate, 1% vanadyl ribonucleoside complex (VRC) and smFISH Stellaris probes against *sna* coupled to Quasar670 and/or FLAP-Y probes and/or GAF primary antibody. FLAP-Y probes against 24X-MS2 and *scyl* were prepared by duplexing 40 pmol of target-specific probes with 100 pmol FLAP-Y-Cy3 (or FLAP-Y-alexa488 for double 24X-MS2 and *scyl* FISH) oligonucleotides and 1× NEBuffer™ 3 for 3 min at 85 °C, 3 min at 65 °C and 5 min at 25 °C and kept on ice until use. Probe sequences are listed in Supplementary Data 1.

Embryos were washed three times 15 min in Wash Buffer at 37 °C (with the third wash done with DAPI). An extra wash with secondary antibody (1/500 anti-rabbit Alexa 488-conjugated (Life Technologies, A21206)) was added if necessary, for 45 min at 37° in Wash Buffer. Embryos were then washed in 2× SCC, 0.1% Tween at room temperature before being mounted in ProLong^®^ Gold antifade reagent. Images were acquired using a Zeiss LSM880 confocal microscope with an Airyscan detector in SR mode with a 40× Plan-Apochromat (1.3 NA) oil objective lens or a 20x Plan-Apochromat (0.8NA) air objective lens. Images were taken with 1024 × 1024 pixels and Z-planes 0.5μm apart. GFP was excited using a 488 nm laser, Cy3 was excited using a 561 nm laser, Quasar670 was excited using a 633 nm laser.

Images in Fig. 4b and Supplementary Fig. 6a and c represent a maximum intensity projection of a stack of 15 z-planes (≈9.5 μm). Images shown in Supplementary Fig. 6g correspond to a single plane. Images in Supplementary Fig.1d represent a maximum intensity projection of a stack of 5 z-planes 0.3 μm apart (≈1.5 μm).

### H3S10ph immunostaining and mitotic embryos sorting

A pool of 1h30-2h30 AEL embryos was fixed as for immunostaining except the fixation was in 1:1 heptane:1.8% formaldehyde/1X PBS (Thermo Scientific 28906) for exactly 10 min shaking at 450 rpm. Then embryos were rapidly quenched with 125 mM glycine PBS-1x and shaken for 1 min by hand. An anti-phospho-Histone H3 (Ser10) antibody (Cell Signalling #9701) was used at a dilution 1:200. Anti-mouse Alexa 488-conjugated (Life technologies, A21202) was used as a secondary antibody at a dilution 1:500. Embryos were kept in PBT until sorting.

Sorting was done using a COPAS SelectInstrument (Biometrica) with the following parameters: sorting limit low: 1, high: 256; PMT control: Green 650, Yellow 425, and Red 800. A restricted area of sorting (with the highest green signal) was selected representing ≈8% of the total population. A container was placed at the output of the non-selected embryos in order to re-pass them through the sorter to collect non-green embryos corresponding to interphase embryos. Right after the sorting, embryos were manually checked under a Leica Z16 APO macroscope by placing them on a glass cup and using Drummond Microcaps^®^ micropipettes to remove mis-sorted embryos individually. In all, 1000 embryos per tube were then dried by removing the PBT and kept at −80 °C.

### Chromatin immunoprecipitation and library preparation

In total, 1000 embryos were homogenized in 1 ml of Buffer A (60 mM KCl, 15 mM NaCl, 4 mM MgCl_2_, 15 mM HEPES (pH 7.6), 0.5% Triton X-100, 0.5 mM DTT, 10 mM Sodium Butyrate and Protease Inhibitors Roche 04693124001) using a 2 ml Dounce on ice. The solution was then centrifuged 4 min at 2000 × *g* at 4 °C. The supernatant was removed and 1 ml of Buffer A was added and this was repeated two times with Buffer A and once with Lysis Buffer without SDS (140 mM NaCl, 15 mM HEPES (pH 7.6), 1 mM EDTA (pH 8), 0.5 mM EGTA, 1% Triton X-100, 0.5 mM DTT, 0.1% sodium deoxycholate, 10 mM sodium butyrate and protease inhibitors). The pellet was resuspended in 200 µl of Lysis Buffer with 0.1% SDS and 0.5% N-Laurosylsarcosine and incubated 30 min at 4 °C on a rotating wheel. Sonication was done with a Bioruptor^®^ Pico sonication device with 30 sec ON/30 s OFF cycles for 6–7 min for interphase and 8–9 min for mitotic chromatin. Sonicated chromatin was then centrifuged 5 min at 14000 rpm at 4 °C. The chromatin was then diluted in 1 ml of Lysis Buffer.

Dynabeads^®^ M-270 Epoxy (Invitrogen Life Technologies^TM^, 14301) were prepared in order to directly cross-link antibodies to the beads (anti-GAF, gift from G. Cavalli, or anti-H4K8ac, Abcam 15823), avoiding cross-reaction with the H3S10ph antibody, following manufacturer protocol. Prior to this, anti-GAF was purified using NAb™ Protein A/G Spin Kit (Thermo Scientific). Once the magnetic beads were cross-linked, chromatin was incubated overnight at 4 °C on a rotating wheel. Then, beads were washed 7 min at 4 °C once in Lysis Buffer, once in FAT Buffer (1 M Tris-HCl pH 8, 0.5 M EDTA pH 8, SDS 10%, 5 M NaCl, 10% Triton), once in FA Buffer (1 M HEPES, pH 7.0–7.6, 5 M NaCl, 0.5 M EDTA pH 8, Triton X-100—10% NaDeoxycholate) once in LiCL Buffer (1 M Tris-HCl pH 8, 4 M LiCl, 10% Nonidet-P40-Nonidet, 10% NaDeoxycholate and protease inhibitors) and twice in TE (10 mM Tris-HCl pH 8, 0.1 mM EDTA). Elution was done in elution Buffer 1 (10 mM EDTA, 1% SDS, 50 mM Tris-HCl pH 8) for 30 min at 65 °C at 1300 rpm. Eluted chromatin was removed and a second elution step with Elution Buffer 2 (TE, 0.67% SDS) was performed. The two elutions were pooled. Chromatin was then reverse-cross-linked by heating onvernight at 65 °C. Next, chromatin was incubated 3 h at 50 °C with ProteinaseK (Thermo Scientific^TM^ EO0491) and RNAseA (Thermo Scientific^TM^ EN0531). DNA was then extracted with phenol/chloroform purification. Biological duplicates were performed for each sample.

Libraries were then prepared using the NEBNext UltraII DNA Library Prep Kit for Illumina, following the manufacturer’s instructions. Sequencing was performed on Illumina HiSeq 4000 on pair-end 75 bp.

### ChIP-seq analysis

Both reads from ChIP-seq and Input experiments were trimmed for quality using a threshold of 20 and filtered for adapters using Cutadapt (v1.16). Reads shorter than 30 bp after trimming were removed. Reads were mapped to *Drosophila melanogaster* genome (dm6 release) using Bowtie2^86^. Aligned sequences were processed with the R package PASHA to generate the used wiggle files^87^. Pasha elongates in silico the aligned reads using the DNA fragment size estimated from paired reads. Then, the resulting elongated reads were used to calculate the coverage score at each nucleotide in the genome. Wiggle files representing the average enrichment score every 50 bp were generated. In order to normalize the enrichment scores to reads per million, we rescaled the wiggle files using PASHA package. Besides, in order to reduce the overenrichment of some genomic regions due to biased sonication and DNA sequencing, we subtracted from ChIP sample wiggle files the signal present in Input sample wiggle files. The Rescaled and Input subtracted wiggle files from biological replicate were then used to generate the final wiggle file representing the mean signal.

In order to call the enriched peaks from the final wiggle files, we used *Thresholding* function of the Integrated Genome Browser (IGB) to define the signal value over which we consider a genomic region to be enriched compared to background noise (*Threshold*). We used also the minimum number of consecutive enriched bins to be considered an enriched region (*Min.Run*) as well as the minimum gap above which two enriched regions were considered to be distinct (*Max.Gap*). The three parameters were then used with an in-house script that realizes peak calling by using the algorithm employed by *Thresholding* function of IGB.

Peaks calling was done with a threshold of 100 for GAF-ChIP-seq and 22 for H4K8ac-ChIP-seq, a minimum run of 50 bp and maximum gap of 200 bp. Interphase-only peaks correspond to peaks from interphase ChIP-seq with no overlap with peaks from mitotic ChIP-seq. Mitotically retained correspond to interphase peaks with an overlap (min 1 base pair) with peaks from mitotic ChIP-seq. Mitotic-only peaks correspond to peaks from mitotic ChIP-seq with no overlap with peaks from interphase ChIP-seq.

Motif search was done with the MEME ChIP tool (MEME suite 5.1.1).

Peaks were considered as promoters if overlap with the region defined by 100 bp around TSS. Peaks were considered as enhancers if overlapping with identified enhancer^53^ and/or overlapping with a H3K27ac peak^59^.

ATAC-seq data are from ref. ^54^ (GSE83851). Wig files were converted to BigWig using Wig/BedGraph-to-bigWig converter (Galaxy Version 1.1.1). ATAC-seq mean signal was then plotted on regions of interest (mitotically retained peak coordinates and Interphase-only coordinates) using computeMatrix by centering ATAC-seq signal to the center of the regions (and +/− 1 kb) followed by plotProfile (Galaxy Version 3.3.2.0.0).

All studied features for the mitotically retained GAF peaks are summarized in Supplementary Data 3.

Mitotically retained GAF peaks were subdivided by *k*-means clustering based on chromatin state (H3K27ac and H3K27me3 ChIP-seq^56^) and transcriptional status (nc14 RNA-seq^57^) using deepTools^88^. Peaks were partitioned into three clusters: cluster 1, *n* = 1073, cluster 2, *n* = 612 and cluster 3, *n* = 732. To further characterize mitotically retained clusters we plotted heatmaps using deepTools^88^ for publicly available ChIP-seq data for H3K27ac^56^, H3K27me3^56^, Pc^59^, and ATAC-seq^54^.

GAF-bound loci for which accessibility is dependent on GAF were taken from ref. ^28^. All whole-genome data and stages are listed in Supplementary Table 1.

All ChIP-seq data and bed files are accessible at GEO Accession viewer under the number: GSE180812.

### Live imaging

Movies of *His2Av-mRFP; sfGFP-GAF_CRISPR* (related to Supplementary Movies 1 and  2 and Fig. 1b) were acquired using a Zeiss LSM880 with a confocal microscope in fast Airyscan mode with a Plan-Apochromat ×40/1.3 oil objective lens. GFP and mRFP were excited using a 488 nm and 561 nm laser, respectively, with the following settings: 256 × 256-pixel images, 15 z-planes 1 μm apart, and zoom ×4, resulting in a time resolution of 9.5 s per Z-stack. Average intensity profiles were measured for histones, nucleoplasmic GAF, and cytoplasmic GAF from three movies of embryos transitioning from nc13 into nc14. Maximum intensity projected images were used for automatic tracking using a homemade software as in ref. ^31^. First, detection of nuclei is made using His2Av-mRFP allowing the monitoring of histone intensity fluctuation, then a mask of His2Av-mRFP detected nuclei was projected on the sfGFP-GAF channel allowing the recovery of sfGFP-GAF present on histones. Finally, five ROI in each movie corresponding to cytoplasmic regions were tracked for sfGFP-GAF intensity in the cytoplasm. The laser power is 12 µW for 488 nm laser and 22 µW for 561 nm laser. Measurements are taken with a ×10 objective.

Movies of *MCP-eGFP-His2Av-mRFP*>*snail-primary-enhancer_MS2/+* embryos (related to Supplementary Fig. 7e) were acquired using a Zeiss LSM780 with a confocal microscope with a Plan-Apochromat ×40/1.3 oil objective lens. GFP and mRFP were excited using a 488 nm and 561 nm laser respectively with the following settings: 512 × 512-pixel images, 21 z-planes 0.5 μm apart and zoom ×2.1, resulting in a time resolution of 22 s per frame. Movies were subjected to filtering steps to track transcription foci as 128XMS2 loops result in signal retention during mitosis. The laser power is 4.5 µW for 488 nm laser and 10 µW for 561 nm laser. Measurements are taken with a ×10 objective.

Movies of *MCP-eGFP-His2Av-mRFP*>*scyl_MS2_CRISPR/+* in *wild-type* (Supplementary Movies 3 and 4) *RNAi-White* (Supplementary Movie 5) and *RNAi-GAF* (Supplementary Movie 6) background (related to Figs. 4 and 5 and Supplementary Figs. 6c–f and 7c) were acquired using a Zeiss LSM880 with a confocal microscope in fast Airyscan mode with a Plan-Apochromat ×40/1.3 oil objective lens. GFP and mRFP were excited using a 488 nm and 561 nm laser respectively with the following settings: 552 × 552-pixel images, 21 z-planes 0.5 μm apart and zoom ×2.1, resulting in a time resolution of 5.45 s per frame. As we observed that GAF knockdown was not complete (some *RNAi-GAF* embryos gastrulate and develop), movies showing visible developmental defects, such as nuclear dropout, anaphase bridges or failure to gastrulate, were kept for analysis. The laser power is 5 µW for the 488 nm laser and 14 µW for 561 nm laser. Measurements are taken with a ×10 objective.

### Memory movies analysis

Movies were analyzed using Mitotrack^64^ as in ref. ^31^ with newly implemented tools to filter mitotic 128XMS2 foci in movies of *MCP-eGFP-His2Av-mRFP*>*snail-primary-enhancer_MS2/+* embryos (mitotic foci are now detected with the 24MS2 array). Briefly, using a custom-made algorithm developed in Python^TM^ and implemented in the MitoTrack software, nuclei were segmented and tracked in 2D, working on the maximum intensity projected stack. In order to detect spots in 3D, we perform a 3D Laplacian of Gaussian filter on the raw data, frame by frame, and threshold the filtered 3D images with a user-defined value. The threshold value is expressed as µ + thr * sigma, where µ is the average and sigma is the standard deviation of the filtered images: thr is the user-defined value and it is common for all the analyses. The thresholded images are then masked with raw data, allowing to retrieve single nuclei intensities. All spots present during mitosis were removed in the successive cycle such that only de novo appearing MS2 punctae were analyzed.

For intensity analysis (related to Supplementary Figs. 6f and 7c) the intensity of detected spots was collected for each frame to study the transcriptional intensity behavior throughout nuclear cycle 14. Transcription site intensity is given by the sum of the intensities in all the selected pixels^89^. Nuclei coming from inactive and nuclei coming from active were separated for Supplementary Fig. 6f. The background was measured in each movie using FIJI^90^, by taking six different areas outside a transcriptional spot and calculating their mean. Next, intensity values were divided by the mean background of each movie.

The updated version of MitoTrack (with intensities measurements) is available at: https://github.com/ant-trullo/MitoTrack_v4_0.

### qRT-PCR in *RNAi* embryos

Total RNA from 0 to 2 h AEL *RNAi-white* or *RNAi-GAF* driven by *nos-Gal4* and *mat-alphaTub-Gal4* embryos was extracted with TRIzol following the manufacturer’s instructions. RNA was DNase-treated. In all, 1 μg of RNA extracted from ~300 embryos per replicate was reverse transcribed using SuperScript IV and random primers. Quantitative PCR analyses were performed with the LightCycler480 SYBR Green I Master system (primers used listed in Supplementary Data 1, targeting both isoforms of *GAF*). RNA levels were calculated using the *RpL32* housekeeping gene as a reference and not bound by GAF according to the GAF-ChIP-seq. 

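The gene RpL32 (FBgn0002626) lies on the minus strand of chromosome 3R from 30045229 to 30046161 in dm6. The nearest interphase GAF peak was 22829 bp away, from 30022051 to 30022401, and the nearest mitotic GAF peak 168079 bp away.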

Each experiment was performed with biological triplicates and technical triplicates.

### Western blot analysis

Fifty embryos from *RNAi-white* or *RNAi-GAF* driven by *nos-Gal4* and *mat-alphaTub-Gal4* 0–2 h AEL embryos were collected and crushed in 100 μl of NuPAGE™ LDS sample buffer and reducing agent. Samples were heated 10 min at 70 °C, and the volume-equivalent of five embryos was loaded per well on a 4–12% Bis-Tris NuPAGE™ Novex™ gel and ran at 180 V. Protein transfer was done for 1 h10 min at 110 V to a nitrocellulose membrane, 0.2 μm (Invitrogen, LC2000). The membrane was blocked in 5% milk-PBT (PBS 1×0.1% Tween 20) for 40 min and incubated overnight at 4 °C with primary antibodies 1/2000 mouse anti-GAF or 1/2000 mouse anti-Tubulin (Invitrogen, GT114) in PBT. Anti-mouse and -rabbit IgG-HRP (Cell Signaling #7076 and #7074) secondary antibodies were used at 1/4000 and incubated 1 h at room temperature. Chemiluminescent detection was done using Pierce™ ECL Plus (ThermoFisher) kit.

Relative quantification in Supplementary Fig. 7b was performed on biological triplicates of *RNAi-white* and *RNAi-GAF* embryos. An area of 2508 pixels was taken around each band and the mean intensity signal was measured using Fiji^90^. Each value of GAF protein mean intensity signal was divided by the value of the Tubulin protein signal from the same sample.

### DNA probe preparation and DNA FISH

Probes were generated using 4 to 6 consecutive PCR fragments of 1.2–1.5 kb from *Drosophila* genomic DNA, covering approximately a 10-kb region. Primers are listed in Supplementary Data 1. Probes were labeled using the FISH Tag DNA Kit (Invitrogen Life Technologies, F32951) with Alexa Fluor 488, 555, and 647 dyes following the manufacturer’s protocol. Probes for satellite regions (related to Supplementary Fig. 1b) are from ref. ^91^.

DNA FISH was performed on 0–4 h AEL *yw* embryos adapted from^92^. Briefly, embryos were fixed as described above and were rehydrated with successive 3–5 min 1 ml washes on a rotating wheel with the following solutions: (1) 90% MeOH, 10% PBT; (2) 70% MeOH, 30% PBT; (3) 50% MeOH, 50% PBT; (4) 30% MeOH, 70% PBT; (5) 100% PBT. Embryos were subsequently incubated in 200 µg RNaseA (Thermo Scientific, EN0531) in 1 ml PBT for 2 h then 1 h at room temperature on a rotating wheel. Embryos were then slowly transferred to 100% pHM buffer (50% Formamide, 4× SSC, 100 mM NaH_2_PO_4_, pH 7.0, 0.1% Tween 20) in rotating wheel 20 min per solution 1 (1) 20% pHM, 80% PBS-Triton; (2) 50% pHM, 50% PBS-Triton; 80% pHM, 20% PBS-Triton; 100% pHM. Cellular DNA and probes were respectively denaturized in pHM and FHB (50% Formamide, 10% Dextran sulfate, 2× SSC, 0.05% Salmon Sperm DNA) for 15 min at 80 °C.

Probes and embryos were quickly pooled in the same PCR tube and slowly hybridized together with the temperature decreasing 1 °C every 10 min to reach 37 °C in a thermocycler. For peri-centromeric labeling, probes from^91^ were used. Washes were performed in pre-warmed solution (1 to 4) at 37 °C for 20 min under 900 rpm agitation (1) 50% formamide, 10% CHAPS 3%, 10% SSC; (2) 40% Formamide, 10% CHAPS 3%, 10% SSC; (3) 30% formamide; (4) 20% formamide; then 20 min on a rotating wheel at room temperature using (5) 10% Formamide; (6) PBT; (7) PBS-Triton. For DNA-immunoFISH (with GAF antibody), embryos were proceeded as immunostaining protocol from here. Embryos were stained with DAPI at 0.5 μg/ml, washed in PBT, and mounted between slide and coverslip.

Images were acquired using a Zeiss LSM880 with a confocal microscope in Airyscan mode with a Plan-Apochromat ×63/1.4 oil objective lens with the following settings: zoom ×3.0, z-planes 0.3 μm apart, 1024 × 1024 pixels.

### Distance measurements

To measure the distances between probes (*scyl-chrb* and *chrb-ctrl*, or *esg-sna* and *sna-ctrl*), we used custom-made software developed in Python^TM^. This software is available through this link: https://github.com/ant-trullo/DNA_FishAnalyzer.

All probes channels were treated with a 3D Laplacian of Gaussian filter (with kernel size 1) and then detected in 3D with manual thresholding on the filtered matrices; for each of the detected spots, the center of mass was determined. DAPI signal was treated with a 3D Gaussian filter (with user-defined kernel size) and the logarithm of the resulting matrix is thresholded with an Otsu algorithm, the threshold value being adjusted separately in each frame. The logarithm was used in order to compensate for nonhomogeneous intensity inside nuclei. In order to generate distances, all the spots outside nuclei were removed. Then, nearest mutual neighbor spots were selected by calculating the distances of all the possible couples of spots and picking the smallest set. The distances were calculated with respect to the center of mass and using the Euclidean distance, taking into account the different pixel size on the *z* axis. A minimum of ten images from five different embryos were analyzed for each condition. Aberrant distances (superior to 1 μm) were not considered.

### Mathematical modeling of mitotic memory

We are interested in the postmitotic delay, defined as the time needed for postmitotic transcription (re)activation. We model this time as the sum of two variables as in ref. ^31^:

9 $${T}_{a}={T}_{0}+{T}_{r}$$

where *T*_0_ is a deterministic incompressible lag time, the same for all nuclei, and *Tr* is a random variable whose value fluctuates from one nucleus to another. The decomposition in Eq. (9) can be justified by the experimental observation that all the reactivation curves (Fig. 5a and Supplementary Fig. 7c) start with a nonzero length interval during which no nuclei are activated. Furthermore, *T*_*r*_ is defined such that it takes values close to zero with nonzero probability. This property allows us to set *T*_0_ to the instant when the first nucleus initiates transcription, in order to determine *T*_*r*_. The random variable *T*_*r*_ is modeled using a finite state, continuous time, Markov chain. The states of the process are *A*_1_, *A*_2_,…, *A*_n−1_, *A*_n_. The states *A*_i_, 1 ≤ *i* ≤ *n* − 1 are OFF, i.e., not transcribing. The state *A*_n_ is ON, i.e., transcribing. Each OFF state has a given lifetime, defined as the waiting time before leaving the state and going elsewhere. Like in^31^, we considered that each of the states has the same lifetime denoted *τ*. Also, the transitions are considered linear and irreversible: in order to go to *A*_i+1_ one has to visit *A*_i_ and once there, no return is possible. The time *T*_*r*_ is the time needed to reach *A*_n_ starting from one of the OFF states. The predictions of these models were compared to the empirical survival function *S*_*exp*_*(t)* defined as the probability that *T*_*r>t*_, obtained using the Meier–Kaplan method from the values *T*_*r*_ for all the analyzed nuclei. Following Occam’s razor principle, we based our analysis on the simplest model that is compatible with the data, which is a model with *n* *=* 4 and homogeneous lifetimes (see Supplementary Fig. 8b). As in ref. ^31^, the number of states can be determined directly from the variance V and mean M of postmitotic reactivation time. If a = M^2^/V, then the estimated number of states is *N* = a + 1.

For this model, the theoretical survival function is a mixture of Gamma distributions:

10 $${S\left(t\right)=p}_{1}{{{{{\rm{exp }}}}}}\left(-t/{{\uptau }}\right)+{p}_{2}\left(1-\frac{1}{\Gamma \left(2\right)}{{\upgamma }}\left(2,t/{{\uptau }}\right)\right)+{p}_{3}\left(1-\frac{1}{\Gamma \left(3\right)}{{\upgamma }}\left(3,t/{{\uptau }}\right)\right)$$

where γ, Γ are the complete and incomplete gamma functions and *p*_*1*_, *p*_*2*_, *p*_*3*_ (satisfying *p*_*1*_ + *p*_*2*_ + *p*_*3*_ = 1) are the probabilities to reach ON after one, two or three jumps, respectively.

We have also tested more complex models, with uneven lifetimes, more states, and therefore, more parameters. However, the complex models did not provide a sensibly better fit with data and generated overfitting identified as large parametric uncertainty.

The parameters “a” and “b”, summarizing the statistics of the postmitotic reactivation are defined as

11 $$a={p}_{1}+2{p}_{2}+3{p}_{3},\,b=\,\tau$$

The uncertainty intervals shown in Supplementary Fig. 8c indicate the parameter sensitivity as well as the degree of constraint imposed by the cost function (which is the sum of squares of differences between the data and the fit). An uncertainty interval approaching zero implies that the parameter is very sensitive and that altering the parameter value will have a strong influence on the cost function. The frequentist approach applied here does not generally have a mechanism to determine statistical confidence intervals for a given parameter.

The goodness of fit is given by the sum of squares distance O, representing the value of the cost function for optimal parameters.

### Statistics and reproducibility

Data represented in Fig. 1a, c (right panel); 4b and in Supplementary Fig. 1a–c; 2a, b (lower panel); 5b; 6a, b, 6g (right panel); 7c, from immunostaining and/or smFISH experiments were performed on hundreds of embryos and at least twice at two independent times.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Reporting Summary

## Data Availability

All relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. All ChIP-seq data and bed files are accessible at GEO Accession viewer under the number GSE180812. The updated version of MitoTrack is available at https://github.com/ant-trullo/MitoTrack_v4_0. The distance measurement software is available through this link: https://github.com/ant-trullo/DNA_FishAnalyzer.

# Supplementary material for: The control of transcriptional memory by stable mitotic bookmarking
**Source:** Nat Commun. 2022 Mar 4;13:1176. doi: 10.1038/s41467-022-28855-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **Primers sequences for cloning, DNA-FISH and smFISH probes sequences used in this study.**

File Name: Supplementary Data 2

Description: **Identified GAF mitotically retained, interphase only and mitotic only peak coordinates, the nearest gene and the distance to the respective nearest TSS.**

File Name: Supplementary Data 3

Description: **Identified GAF mitotically retained peaks coordinates and the respective features for each peak.**

File Name: Supplementary Data 4

Description: **Results of the fit of the homogeneous jump model to the live imaging data performed in this study.**

File Name: Supplementary Movie 1

Description: **Imaging GAF behavior during the cell cycle.** Maximum intensity projection of confocal live imaging of a developing His2Av-mRFP;GAF-GFP embryo. Movies comprise 15 Z-planes projected images, representing whole nuclei. Left panel is green channel only (GAF-GFP), middle panel is the red channel only His2Av-mRFP and merge channel is on the right panel. Scale bar is 5µm.

File Name: Supplementary Movie 2

Description: **GAF subnuclear localization.** Maximum intensity projection of confocal live imaging of His2Av-mRFP;GAF-GFP embryo. Top movie comprises a six Z-planes projected images at the apical side of nuclei, bottom movie is a six Z-planes projected images at the basal side of nuclei. This movie shows the enrichment of GAF big nuclear puncta on the apical side of the nuclei. Heatmap color scales to the intensity of GAF-GFP signal. Time is in minutes. Scale bar is 5µm.

File Name: Supplementary Movie 3

Description: **Transcription of scylla in a wild-type embryo (ventral view).** Maximum intensity projection of confocal live imaging of a MCP-eGFP, His2Av-mRFP/+ > scylla\_24XMS2\_CRISPR/+ embryo. Nuclei are visualized in red and scylla transcription in green, from nuclear cycle 12 until the onset of gastrulation. Movie is taken in the middle of the ventral side of the embryo (as shown in Figure 4b). Scale bar is 5µm.

File Name: Supplementary Movie 4

Description: **Transcription of scylla in a wild-type embryo (dorsal view).** Maximum intensity projection of confocal live imaging of a MCP-eGFP, His2Av-mRFP/+ > scylla\_24XMS2\_CRISPR/+ embryo. Nuclei are visualized in red and scylla transcription in green, from nuclear cycle 13 until the appearance of the germ band extension. Movie is taken in the middle of the dorsal side of the embryo (as shown in Supplementary Figure 6c). Scale bar is 5µm.

File Name: Supplementary Movie 5

Description: **Transcription of scylla in a control embryo.** Maximum intensity projection of confocal live imaging of a mat-alphaTub-Gal4/+; nos-Gal4, MCP-eGFP, His2Av-mRFP/UASp-shRNAwhite > scylla\_24XMS2\_CRISPR/+ embryo. To maximize RNAi efficiency, we used two maternal GAL4 drivers, namely

materna-alpha-Tubulin-Gal4 (mat-alphaTub-Gal4) and nanos-Gal4 (nos-Gal4). Nuclei are visualized in red and scylla transcription in green, from nuclear cycle 13 (nc13) to nuclear cycle 14 (nc14) and until gastrulation furrow appears. Scale bar is 10µm.

File Name: Supplementary Movie 6

Description: **Transcription of scylla in a GAF maternally depleted embryo.** Maximum intensity projection of confocal live imaging of a mat-alphaTub-Gal4/+; nos-Gal4, MCP-eGFP, His2AvmRFP/UASp-shRNA-GAF > scylla\_24X-MS2\_CRISPR/+ embryo. Nuclei are visualized in red and scylla transcription in green, from nuclear cycle 13 (nc13) to nuclear cycle 14 (nc14). Maternal GAF is depleted using maternal-alphaTubulin-Gal4 driver (see methods) to express shRNA-GAF in the ovary. As in GAF depleted embryos gastrulation is not always complete, we imaged until at least 1h after the mitosis. Scale bar is 10µm.

# Supplementary material for: The control of transcriptional memory by stable mitotic bookmarking
**Source:** Nat Commun. 2022 Mar 4;13:1176. doi: 10.1038/s41467-022-28855-y
**Supplement:** Supplementary file 14 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Confocal microscopes with ZEISS Zen black software: LSM780: ZEN 2012 SP1 Black Edition - Version 8.1.3.484, LSM880: ZEN 2.3 SP1 FP1 Black - Version 14.0.9.201

Data analysis

GraphPad Prism 8.0.1 was used for figures and statistical tests.  
Reads from ChIP-seq and Input experiments were trimmed for quality using Cutadapt (v1.16).  
To measure the distances between probes (scyl-chrb and chrb-ctrl, or esg-sna and sna-ctrl), we used a custom-made software developed in Python™ programming language version 2.7.15rc1 (with relative packages). This software is available through this link: [https://github.com/ant-trullo/DNA\\_FishAnalyzer](https://github.com/ant-trullo/DNA_FishAnalyzer).  
For Fluorescence Correlation Spectroscopy we used PyCorrFit ([https://pycorrfit.readthedocs.io/en/stable/sec\\_about.html](https://pycorrfit.readthedocs.io/en/stable/sec_about.html)).  
For FRAP curve fitting we used MatLab 2014b (Mathworks Inc. USA).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. All ChIP-seq data and bed files are accessible at GEO Accession viewer under the number: GSE180812. The updated version of MitoTrack is available at: [https://github.com/ant-trullo/MitoTrack\\_v4\\_0](https://github.com/ant-trullo/MitoTrack_v4_0). The distance measurement software is available through this link: [https://github.com/ant-trullo/DNA\\_FishAnalyzer](https://github.com/ant-trullo/DNA_FishAnalyzer).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were determined accordingly to typical sample size in the field (Dufourt et al. 2018, Pimmett et al. 2021). Experiments were replicated to ensure statistical validity.                                                                                                                                                                                                                                                                                                                    |
| Data exclusions | For FRAP, data were excluded when they could not be accurately fitted by the analytical model (based on RMSE and chi2 test). For FCS, correlograms were discarded when the fluorescence trace (intensity fluctuation over time) was subjected to photobleaching. Photobleaching was monitored by changes in the average fluorescence value at long time compared to the average fluorescence value at the initial time of the recording. We used the same exclusion criteria as in Dufourt et al. 2018. |
| Replication     | Each experiment was performed in 2-6 independent biological replicates. All attempts at replication were successful.                                                                                                                                                                                                                                                                                                                                                                                    |
| Randomization   | Randomization is not necessary or applicable to our study as all of our data were well-controlled wild type vs mutant comparisons. Embryos were allocated based on genotypes.                                                                                                                                                                                                                                                                                                                           |
| Blinding        | No blinding was performed in this study since our experiments did not require this (experiments are ran regarding genotypes).                                                                                                                                                                                                                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-GAF (gift from Dr. G.Cavalli, Schuettengruber et al. 2009)<br>anti-rabbit Alexa 488-conjugated (Life Technologies, A21206)<br>anti-mouse Alexa 488-conjugated (Life Technologies, A21202)<br>anti-rabbit Alexa 555-conjugated (Life Technologies, A31572) |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

anti-sheep Alexa 555-conjugated (Life Technologies, A21436)  
 H3 (Ser10) antibody (Cell Signalling #9701)  
 anti-H4K8ac, abcam 15823  
 Anti-mouse and -rabbit IgG-HRP (Cell Signaling #7076 and #7074)  
 Anti-tubulin (Invitrogen, GT114)

## Validation

All antibodies were validated by the manufacturers indicated above. The validation of these antibodies can found in the respective vendor websites.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

All reported experiments were performed on embryos from transgenic and/or mutant variants of the Fruit Fly *Drosophila melanogaster*.

## Wild animals

There were no wild animals used in this study.

## Field-collected samples

There were no field-collected sample in this study.

## Ethics oversight

No ethical approval was required

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

*May remain private before publication.*

GSE180812.

## Files in database submission

GSM5471314 ChIP\_GAF\_interphase\_1  
 GSM5471315 ChIP\_GAF\_interphase\_2  
 GSM5471316 ChIP\_GAF\_interphase\_3  
 GSM5471317 ChIP\_GAF\_mitosis\_1  
 GSM5471318 ChIP\_GAF\_mitosis\_2  
 GSM5471319 input\_GAF\_interphase\_1  
 GSM5471320 input\_GAF\_interphase\_2  
 GSM5471321 input\_GAF\_interphase\_3  
 GSM5471322 input\_GAF\_mitosis\_1  
 GSM5471323 input\_GAF\_mitosis\_2  
 GSM5471324 ChIP\_H4K8ac\_interphase\_1  
 GSM5471325 ChIP\_H4K8ac\_interphase\_2  
 GSM5471326 ChIP\_H4K8ac\_mitosis\_1  
 GSM5471327 ChIP\_H4K8ac\_mitosis\_2  
 GSM5471328 input\_H4K8ac\_interphase\_1  
 GSM5471329 input\_H4K8ac\_interphase\_2  
 GSM5471330 input\_H4K8ac\_mitosis\_1  
 GSM5471331 input\_H4K8ac\_mitosis\_2

Genome browser session  
(e.g. [UCSC](#))

No browser session has been created but all the data and the bed files are available under the accession number GSE180812.

### Methodology

## Replicates

Each conditions was done at least in duplicates.

## Sequencing depth

Reads were pair-end (75bp). Total number of reads range from 10 330 357 to 20 473 302. Number of pair reads after quality trimming was between 10 211 499 to 20 298 184. Overall alignment rate was between 58,8% to 94%. Any extra information are available upon request to 

## Antibodies

anti-GAF (gift from Dr. G.Cavalli, Schuettengruber et al. 2009)  
 anti-H4K8ac, abcam 15823

## Peak calling parameters

Peak calling was done with a threshold of 100 for GAF-ChIP-seq and 22 for H4K8ac-ChIP-seq, minimum run of 50 bp and maximum gap of 200bp.

## Data quality

We estimated a good correlation between replicates, therefore to call the enriched peaks from the final wiggle files, we used

## Software

Thresholding function of the Integrated Genome Browser (IGB) to define the signal value over which we consider a genomic region to be enriched compared to background noise (Threshold).

Both reads from ChIP-seq and Input experiments were trimmed for quality using a threshold of 20 and filtered for adapters using Cutadapt (v1.16). Reads shorter than 30 bp after trimming were removed. Reads were mapped to *Drosophila melanogaster* genome (dm6 release) using Bowtie2 (Langmead and Salzberg 2012). Aligned sequences were processed with the R package PASHA to generate the used wiggle files. Pasha elongates in silico the aligned reads using the DNA fragment size estimated from paired-reads. Then, the resulting elongated reads were used to calculate the coverage score at each nucleotide in the genome. Wiggle files representing average enrichment score every 50 bp were generated. In order to normalize the enrichment scores to reads per million, we rescaled the wiggle files using PASHA package. Besides, in order to reduce the over-enrichment of some genomic regions due to biased sonication and DNA sequencing, we subtracted from ChIP sample wiggle files the signal present in Input sample wiggle files. The Rescaled and Input subtracted wiggle files from biological replicate were then used to generate the final wiggle file representing the mean signal.

In order to call the enriched peaks from the final wiggle files, we used Thresholding function of the Integrated Genome Browser (IGB) to define the signal value over which we consider a genomic region to be enriched compared to background noise (Threshold). We used also the minimum number of consecutive enriched bins to be considered an enriched region (Min.Run) as well as the minimum gap above which two enriched regions were considered to be distinct (Max.Gap). The three parameters were then used with an in-house script that realizes peak calling by using algorithm employed by Thresholding function of IGB.

Peaks calling was done with a threshold of 100 for GAF-ChIP-seq and 22 for H4K8ac-ChIP-seq, minimum run of 50 bp and maximum gap of 200bp. Interphase only peaks correspond to peaks from interphase ChIP-seq with no overlap with peaks from mitotic ChIP-seq. Mitotically retained correspond to interphase peaks with an overlap (min 1 base pair) with peaks from mitotic ChIP-seq. Mitotic only peaks correspond to peaks from mitotic ChIP-seq with no overlap with peaks from interphase ChIPseq.

How the deposited data were processed for this re-analysis (not part of the article)

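Mitotic and interphase Drosophila embryos were compared by ChIP-seq of the transcription factor GAF and of histone H4 acetylated on lysine 8 (H4K8ac). There were 18 samples, all of them mapped to a condition from their labels and the Reporting Summary: 3 GAF samples of interphase and 2 of mitosis, 2 H4K8ac samples of each stage, and an input sample for each of these. The paper speaks of biological duplicates, while the interphase GAF list pools 3 replicates.

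The authors trimmed reads at a quality threshold of 20 with Cutadapt v1.16, removed reads shorter than 30 bp, mapped the rest to dm6 with Bowtie2, and made an input-subtracted enrichment in 50 bp bins, scaled to sequencing depth and averaged over replicates. They called peaks on this average, so the deposited lists hold the chromosome, start and end of peaks of pooled samples, in bp, with no score, signal or read count. The read numbers in the Reporting Summary are ranges over all libraries, and the raw reads were not analysed here. The depth of a single sample or peak was therefore not determined, and no value was weighed by it. A threshold fixed on the mean signal makes the number and the length of called peaks depend on signal strength and on the number of replicates averaged. The authors also deposited a list of mitotically retained GAF peaks and a list of H4K8ac peaks in both stages, 6 lists in all. The GAF list of the authors was not used for the main values. It entered alternatives chosen after the data were seen and tests of how it relates to the other lists.

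Positions were compared with the reference of the same build (dm6, annotation of Ensembl release 115) and are printed as the lists give them, where the length of a peak is its end minus its start. All chromosome names matched once the prefix chr was removed. The highest peak end lies 139 bp past the end of chromosome 2L and 149 bp past the end of Y, and such peaks were kept. The lists held no peaks on unplaced scaffolds.

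Peaks were compared by an overlap of at least 1 bp with Python 3.11.15, NumPy 2.4.6 and SciPy 1.17.1, and the 4 main overlap counts were checked with bedtools 2.31.1, which gave the same numbers. Figures were drawn with Matplotlib 3.10.9. Shares carry 95% Wilson intervals. Shares of 2 classes were compared by two-sided Fisher's exact tests, and means by two-sided permutation tests with 100000 resamples, seeded with 20220304. Peaks of one pooled list are neither replicates nor independent, so these tests describe the lists. Overlap expected by chance came from 1000 shuffles of the peaks on their own chromosome. GAGAG was counted in the sequence of each peak by the rule that returned the authors' own numbers in Supplementary Data 3. Matching on length drew equal numbers of peaks of both classes within bins of 50 bp. For shares it was repeated over 1000 draws, a step added after the data were seen. A promoter reached 100 bp to each side of a TSS, and distances to genes were at most 1000 bp. Alternatives were a minimum overlap of 50%, peaks of at least 400 bp, merging within 1000 bp, the chromosomes 2L, 2R, 3L, 3R, 4 and X only, other counting rules, other promoters, other random regions and matching on length. Leaving out replicates and comparing within replicate numbers had been planned too and was not possible with pooled lists.

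The steps were tested on simulated data before use. All 300 of 1000 simulated peaks given a partner were found, as were all 4023 motifs planted in 1000 sequences. Among 200 simulated comparisons the permutation test gave p under 0.05 in 200 with a shift of 1 SD and in 8 with none. In 840 simulated peaks of each class matched on length, whose motif number followed length alone, a difference of -0.0738 was left. In 200 simulated regions, all 100 repeated ones were recognised.

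The genes and peaks named were set by rule: each gene the paper names in a statement about these peaks (sna, scyl, chrb, esg, Ca-beta, Muc11A, RpL32) and the longest peak of each class with its nearest gene. The patterning genes were given as counts. They were hb, Kr, kni, gt, tll, hkb, eve, ftz, h, run, odd, prd, slp1, slp2, opa, en, wg, hh, gsb, sna, twi, sog, rho, brk, vnd, ind, zen, dpp, tld, scw, tup, ush, pnr, sim, Antp, Ubx, abd-A, Abd-B, Scr, Dfd, lab, pb, btd, ems, oc, cad, nub, D, htl, stumps, Mef2, tin and esg. All 53 were found in the annotation, 1 of them by an older symbol.

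The published ChIP-seq, ATAC-seq and RNA-seq data that the paper compares with its peaks, the enhancer and insulator annotations, the clusters of mitotically retained peaks, and the imaging and FISH experiments were not analysed here.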

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

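Among the tests below, that of a repeat shared by chromosomes 3L and X and the annotation of the clusters were chosen after the result was seen, and so were the tests of words repeated within a peak, in place of a comparison of medians that decided nothing, and the number of motifs in the mitochondrial genome, in place of a comparison with random regions whose outcome that number fixes, while the H4K8ac value on the mitochondrial genome was first set as a number of peaks and is given in bp.

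Of the 154 mitosis-only GAF peaks, which the paper did not analyze in depth, 118 lay on chromosomes 3L and X (76.6%, 69.3 to 82.6%), against 40.6% of interphase peaks. The tables argue against GAF bound through its motif, since 22 of the 118 peaks held a GAGAG motif against 46 of as many random regions of the same length and chromosome (odds ratio 0.359, p = 8.74e-04, two-sided Fisher's exact test). Tandem repeats within the peak are argued against as the cause of all these peaks, since 61.0% of them (52.0 to 69.3%) held no 12-base word more than once. They stay open for part of the peaks, as 46 of 118 held such a word against 20 of 118 random regions (odds ratio 3.13, p = 2.54e-04, Fisher's exact test). What also stays open is sequence present in several copies in the genome. The median share of 31-base words that occur more than once in the genome was 95.1% in these peaks and 0% in the random regions, a difference of 95.1 points (p = 1e-05, two-sided permutation test, the smallest that 100000 resamples can give). A 20-base word of a peak on the other of these chromosomes was found in 72.0% of the peaks and in 0 of the random regions (p = 7.40e-37, Fisher's exact test). Of the 118 peaks, 87 lay within 10000 bp of another, against a mean of 5.60 and at most 18 over 1000 shuffles. They formed 17 clusters, the largest with 25 peaks on chromosome 3L from 24593251 to 24637351. The second held 10 peaks on chromosome X from 23239651 to 23274401, over 28S rRNA pseudogenes and copies of the transposable element R1A1. Annotated transposable elements as a group cannot be told apart from chance with so few overlaps, 17 of the 118 peaks against 8 random regions (odds ratio 2.31, p = 0.0890, Fisher's exact test). The clusters on chromosome 3L all lay from 23112951 onwards, of 28110227 bp. Those on X lay from 22273951 onwards, of 23542271 bp, apart from a cluster at 9623351. The random regions were drawn from the whole of each chromosome. Their contrast with the peaks in repeated words may therefore come with where the peaks lie, whatever their cause. Reads from many copies that were assigned to a few places may account for these peaks, as a hypothesis. How the aligner placed such reads was not tested, nor was a biological explanation such as a change of these repeats in mitosis.

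On the mitochondrial genome, 10 mitosis-only GAF peaks covered 4650 bp of 19524 bp (23.8%), from position 1451 to 13001, and the interphase list held 0 peaks there. GAF bound through its motif is argued against for most of these peaks, since the whole mitochondrial genome holds 1 GAGAG for 10 peaks. Uneven subtraction of the input on mitochondrial DNA stays open. It predicted peaks there for H4K8ac too, a histone mark that DNA without histones lacks. The H4K8ac lists covered 26050 bp there, by 1 peak of 11600 bp in interphase and 1 of 14450 bp in mitosis. Their names carry a threshold of 22 and a gap of 2000, against 100 and 200 for GAF, so covered lengths are not comparable. That H4K8ac peaks were called there at all leaves a technical origin of the 10 peaks possible. The signal and the input behind them were not analysed here, and no biological explanation was tested.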

How the results depend on the processing

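Each result was recomputed under alternatives set before the data were examined (72 values) and under alternatives chosen after seeing the data (10 values), which used the authors' deposited list of mitotically retained peaks or 1 TSS per protein-coding gene. Of these 82 values, 55 kept the direction and the side of the threshold, or stayed within the interval or fold of the value reported. For 7 of 17 results this held under every one of these alternatives: the overlap against shuffled peaks (26.1 to 30.3 times the shuffled mean), the difference in length (302 to 613 bp), the GAGAG share against random regions (odds ratios 35.1 to 49.0), that of mitosis-only peaks (0.346 to 0.462), the distance of motifs from the centre (11.5 bp), mitotic H4K8ac at mitotically retained against interphase-only peaks (1.44 to 3.88) and the patterning genes (3.38 to 4.67). With the direction kept, none gained a p or adjusted p under 0.05 and 4 lost it. A further 19 moved out of the interval or fold, and 4 lay on the other side of no difference. Among these 4 were the promoter odds ratio, whose difference was lost with matched length, and a pair of intron odds ratios. The main intron value of 1.00 had no direction to lose. Values that kept their side could still change in size, as mitotic H4K8ac did from 3.18 to 1.44 or 3.88. Matching on length, promoters and interphase H4K8ac together was not among the 82 values. With it, the odds ratio for mitotic H4K8ac was 1.31, and Fisher's exact p was under 0.05 in 681 of 1000 draws. For the patterning genes, no alternative matched on the length or number of peaks.

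Overlap. The share of interphase GAF peaks mitotically retained was 11.5% with an overlap of 50% of the interphase peak, 10.7% with a reciprocal overlap of 50%, 18.8% with peaks of at least 400 bp in both lists, 34.0% with peaks within 1000 bp merged and 50.5% with the authors' deposited list. In the same order and without that list, the mitosis-only peaks numbered 1280, 1307, 82 and 94, and the share of mitotic peaks with an interphase partner was 30.4%, 28.9%, 86.1% and 94.0%. A stricter overlap lowers such shares by construction. The share of interphase H4K8ac peaks with a mitotic partner was 60.9% and 46.0% with the first and second of these rules, and 78.3% of mitotic H4K8ac peaks had an interphase partner. With classes set by 50% of the interphase peak, the odds ratio of lying outside chromosomes 2, 3, 4 and X for mitosis-only peaks fell from 9.02 to 1.26 (Fisher's exact p = 0.363), as 1280 peaks then count as mitosis-only.

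Length. With interphase-only peaks matched on length, the difference in GAGAG motifs fell from 2.98 to 0.0208 (permutation p = 0.926), the odds ratio of promoter overlap from 3.00 to 0.931 (Fisher's exact p = 0.547, 0.0217 or less under the other alternatives) and that of interphase H4K8ac overlap from 2.86 to 1.09 (Fisher's exact p = 0.536). Motifs per kb were lower in mitotically retained peaks by -3.94. The matched sets held 674 peaks of each class, so fewer peaks were compared. They are 1 random draw. Over 1000 draws, added after the data were seen, the median odds ratio was 0.936 for promoters and 1.19 for interphase H4K8ac, with p under 0.05 and a ratio above 1 in 0 and 128 draws.

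Counting and annotation. The share of mitotically retained peaks with 4 or more motifs was 89.2% with overlapping matches, 37.0% on one strand and 75.1% with the authors' deposited list. For peak centres in introns, the odds ratio of 1.00 turned to 0.709 with a promoter from 1000 bp upstream to 100 bp downstream and to 0.982 on chromosomes 2L, 2R, 3L, 3R, 4 and X, where that of promoters fell from 1.22 to 1.20 (Fisher's exact test, adjusted p = 0.0609). The cause was not tested.

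No paired analysis was possible because the deposited lists pool the replicates, and for the same reason no replicate was left out. The raw reads were not analysed here, so the depth of single samples was not determined and no result was limited to well-covered peaks.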

Differences from the paper's values

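The number of mitotically retained GAF peaks was 1552, against the paper's 2362. The paper's 2362 mitotically retained and 3960 interphase-only peaks together exceed the 4970 peaks of the deposited interphase list. No rule of overlap, filtering or merging on that list can therefore give both numbers. None of the alternatives set before the data were examined closed the gap: they gave 571 with an overlap of 50% of the interphase peak, 532 with a reciprocal overlap, 1544 on chromosomes 2L, 2R, 3L, 3R, 4 and X, 484 with peaks of at least 400 bp and 1414 with peaks merged. With the authors' deposited list of mitotically retained peaks, an alternative chosen after seeing the values, 2510 interphase peaks overlapped it, and the list itself holds 2362 peaks. That list left 2460 interphase-only peaks, further from the paper's 3960 than the main value of 3418.

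The number of mitosis-only GAF peaks was 154, against the paper's 283. The legend of Fig. 2e prints 283 for all peaks, and it was taken here as the number of mitosis-only peaks. None of the alternatives set before the data were examined closed the gap: in the order above they gave 1280, 1307, 132, 82 and 94.

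A promoter was overlapped by 55.7% of mitotically retained peaks, against about 33% in Fig. 2f’, read by eye, and by 29.5% of interphase-only peaks, against about 16% in Fig. 2f, read by eye. Of the alternatives set before the data were examined, matching on length came within 1.5 times the paper's value for mitotically retained peaks (44.4%) but not for interphase-only peaks (46.1%). Counting the peak centre did so for interphase-only peaks (13.8%) but not for mitotically retained peaks (16.4%). For 50 bp and 500 bp to each side of the TSS, protein-coding transcripts and chromosomes 2L, 2R, 3L, 3R, 4 and X, the shares were 54.1%, 64.8%, 52.0% and 56.0% of mitotically retained peaks and 26.9%, 41.2%, 27.5% and 30.0% of interphase-only peaks, and the gap stayed. With 1 TSS per protein-coding gene, chosen after seeing the values, the shares were 33.0% and 17.1%, and together with the authors' deposited list 33.4% and 15.7%. That set of TSSs was picked from 4 sets, tried with windows of 0, 50 and 100 bp, by comparison with the promoter entries of the authors in Supplementary Data 3: of the 1138 peaks held here, the authors enter 413 as promoters, this set gives 414, and the entry is the same for 1135. With the authors' deposited list and all transcripts, also chosen after seeing the values, the shares were 54.1% and 26.7%.

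The paper states an enrichment of intronic regions. By the peak centre, introns held 45.6% of mitotically retained peaks, 45.6% of interphase-only peaks and 43.4% of random regions. With a promoter from 1000 bp upstream to 100 bp downstream of the TSS, introns held 28.2% of mitotically retained and 35.6% of interphase-only peaks. The odds ratio was then 0.709 (Fisher's exact test, adjusted p = 2.67e-07).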

Other observations

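Promoter overlap with matched length, promoters by the peak centre and motifs in a fixed window were planned as alternatives but taken as tests of an explanation only after the result was seen, and the tests of interphase peaks lying within the authors' listed peaks, of centres with matched length, of length, promoters and interphase H4K8ac together, of repeated draws of matched peaks, and of peaks without interphase H4K8ac or without repeated words were chosen after it was seen.

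Motif number and peak length. Mitotically retained peaks held more GAGAG motifs than interphase-only peaks, and they were longer. If the amount of sequence in which motifs are counted were the whole cause, the difference would vanish in a fixed window, but in 400 bp at the peak centre 1.01 motifs were left (permutation p = 1e-05, the smallest that 100000 resamples can give). With peaks matched on length the difference was 0.0208 (permutation p = 0.926), so the motif number may separate the classes only as far as length does. A biological route, in which more motifs give stronger binding and stronger binding gives longer called peaks, would leave the same value and was not tested.

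Promoters and peak length. Mitotically retained peaks overlapped a promoter more often than interphase-only peaks. Longer peaks reaching a TSS by chance are argued against as the whole cause, since by the peak centre the odds ratio was 1.93 for promoters from 1000 bp upstream to 100 bp downstream of the TSS (p = 1.71e-26, Fisher's exact test). It was smaller within 100 bp of the TSS, the promoter used for overlap (1.22, Fisher's exact p = 0.0217, and 1.20 with adjusted p = 0.0609 on chromosomes 2L, 2R, 3L, 3R, 4 and X), so much of the excess in overlap may still come with reach. With peaks matched on length, the odds ratio was 0.931 for overlap (Fisher's exact p = 0.547) and 0.915 for the centre (Fisher's exact p = 0.446), so the promoter share may follow peak length for another reason. Stronger GAF binding at promoters, giving longer peaks there, stays open and was not tested.

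Retention and peak length. Among 1404 pairs of interphase and mitotic peaks with a single partner on both sides, the mitotic peak was shorter in 1376 (98.0%, 97.1 to 98.6%), with medians of 650 bp and 300 bp. This is consistent with one fixed calling threshold on a weaker mitotic signal, under which the weaker of the interphase peaks would be lost. A true loss of GAF from weaker sites in mitosis would give the same picture. The signal that could separate them was not analysed here. By the methods, mitotic chromatin was also sonicated for longer than interphase chromatin. Whether this shortened the mitotic peaks was not tested.

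The authors' list of mitotically retained peaks. Its 2362 peaks were longer (mean 884 bp) than the interphase peaks (mean 473 bp), and 38 were identical to one. All 2510 interphase peaks that touch the list lay wholly within its peaks (100%), which is consistent with a lower calling threshold on the same signal. Of the listed peaks, 835 overlapped no peak of the mitotic list, and these differed in mean length by -355 bp from the listed peaks with a mitotic peak (654 bp and 1009 bp, permutation p = 1e-05). A lower threshold in mitosis may therefore also have been used for the list. No biological explanation was tested.

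H4K8ac at GAF peaks. Mitotically retained GAF peaks overlapped mitotic H4K8ac peaks more often than interphase-only peaks did. As the whole cause, 3 technical explanations are argued against when each is taken alone: the odds ratio was 1.44 with peaks matched on length (Fisher's exact p = 0.00279), 2.72 among peaks outside promoters (Fisher's exact p = 6.98e-23) and 1.44 among GAF peaks with an interphase H4K8ac peak (86.5% against 81.6%, Fisher's exact p = 0.0242). Among GAF peaks without interphase H4K8ac, 14.8% of mitotically retained and 5.14% of interphase-only peaks overlapped a mitotic H4K8ac peak (odds ratio 3.20, p = 3.61e-20, Fisher's exact test). Matching on length took away most of the odds ratio of 3.18. With peaks matched on length, promoters and interphase H4K8ac together, it was 1.31 (31.7% against 26.2%, p = 0.0298, Fisher's exact test), and over 1000 draws of the matched peaks p was under 0.05 in 681, against 992 for length alone. The odds ratio over these draws had a median of 1.31, with bounds of 1.20 and 1.42. A link between GAF retention and acetylation in mitosis therefore cannot be told apart from these explanations combined. Whether p fell under 0.05 depended on which of the peaks were drawn. The calling threshold of each list was not tested.

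Peaks without a GAGAG motif. Interphase peaks without the motif were mitotically retained more often (49 of 162, 30.2%) than peaks with 1 motif (28 of 450, 6.22%; odds ratio 6.54, p = 1.62e-13, Fisher's exact test). Longer peaks are argued against, since the odds ratio was 9.09 with peaks matched on length (Fisher's exact p = 1.19e-09). So is acetylated chromatin, with an odds ratio of 0.955 for overlap with interphase H4K8ac (Fisher's exact p = 0.841). Repeated sequence stays open: the mean share of 31-base words present more than once in the genome was 8.39 points higher without the motif (22.2% against 13.8%, permutation p = 0.00617), and it was 57.7% in the retained and 6.76% in the interphase-only peaks without the motif. Among peaks without any repeated word, 9 of 106 peaks without the motif and 20 of 372 with 1 motif were retained (odds ratio 1.63, p = 0.250, Fisher's exact test). Reads from repeats may thus account for part of the retained peaks without the motif, as a hypothesis. Over all interphase peaks the mean share of repeated 31-base words went the other way. It was 6.33% in mitotically retained and 17.4% in interphase-only peaks. No biological explanation was tested.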
